# Proportional Tumor Infiltration of T Cells *via* Circulation Duplicates the T Cell Receptor Repertoire in a Bilateral Tumor Mouse Model

**DOI:** 10.3389/fimmu.2021.744381

**Published:** 2021-10-25

**Authors:** Mikiya Tsunoda, Hiroyasu Aoki, Haruka Shimizu, Shigeyuki Shichino, Kouji Matsushima, Satoshi Ueha

**Keywords:** cancer immunotherapy, immunomonitoring, TCR sequencing, overlap analysis, TCR repertoire

## Abstract

Temporal analysis of the T cell receptor (TCR) repertoire has been used to monitor treatment-induced changes in antigen-specific T cells in patients with cancer. However, the lack of experimental models that allow a temporal analysis of the TCR repertoire in the same individual in a homogeneous population limits the understanding of the causal relationship between changes in TCR repertoire and antitumor responses. A bilateral tumor model, where tumor cells were inoculated bilaterally into the backs of mice, could be used for temporal analysis of the TCR repertoire. This study examined the prerequisite for this strategy: the TCR repertoire is conserved between bilateral tumors that grow symmetrically. Bilateral tumors and draining lymph nodes (dLNs) were collected 13 days after tumor inoculation to analyze the TCR repertoire of CD4^+^ and CD8^+^ T cells. The tumor-infiltrating T-cell clones were highly similar between the bilateral tumors and expanded to a similar extent. In addition, the differences of TCR repertoire between the bilateral tumors were equivalent to Intra-tumoral heterogeneity on one side. On the other hand, the similarity of the TCR repertoire in the bilateral dLNs was markedly lower than that in the tumor, suggesting that tumor-reactive T cell clones induced independently in each dLN are mixed during recirculation and then proportionally infiltrated the bilateral tumors. These findings provide the basis for future analysis of temporal and treatment-induced changes in tumor-reactive T cell clones using this bilateral tumor model.

## Introduction

Immune checkpoint inhibitors (ICIs) have a significant therapeutic effect in some cancers and have become an important pillar of cancer treatment in recent years (1, 2). However, the response rate to ICI monotherapy is less than 30% for most types of cancer, and ICIs occasionally cause severe immune-related adverse effects in some patients (3, 4). Thus, the development of reliable biomarkers that represent tumor-specific immune responses and stratify the responder and non-responder at an early stage is essential to optimize the usage of ICIs (5, 6).

Because ICIs suppresses tumor growth by enhancing the proliferation and activation of tumor-specific T cells (7), the efficacy of ICIs is closely associated with the strength of tumor-specific T cell responses. These tumor-specific T cells are composed of various tumor-reactive T cell clones with different specificities to tumor-associated antigens (8, 9). Antigen specificity of T cell clones is determined by their T cell receptors (TCRs), which are generated by V(D)J recombination in the thymus and are incredibly diverse (10, 11). Therefore, global analysis of the collection of TCRs using next-generation sequencing, that is TCR repertoire analysis, can now be applied to monitor tumor-specific T cell responses in patients receiving ICIs (12, 13).

Several studies have reported the diagnostic or predictive features of the TCR repertoire in mice treated with immunotherapy. Philip (14) and Rudqvist (15) reported that mice treated with an anti-cytotoxic T lymphocyte-associated protein 4 monoclonal antibody had a more clonal TCR repertoire of tumor-infiltrating T cells. We also reported that mice deprived of CD4^+^ immunosuppressive cells had an increase in the number and frequency of CD8^+^ T cell clones that are detected throughout the tumor, draining lymph node (dLN), and peripheral blood (16). Based on the cancer-immunity cycle, where tumor-specific T cells are primed in the dLN and infiltrate into the tumor *via* lymph–blood circulation (17), these “overlapping” T cell clones seem to reflect the mobilization of T cells into antitumor responses. Consistent with this hypothesis, the diversity and total frequency of these overlapping CD8^+^ T cell clones were associated with antitumor effects in mice and humans (16, 18). The findings in mice have revealed the diagnostic or predictive features of the TCR repertoire in individuals who achieved antitumor responses. However, it remained unclear whether the immunotherapy-associated features of the TCR repertoire were a cause or a result of anti-tumor T cell responses. To elucidate the causal relationship between TCR repertoire and antitumor response, temporal monitoring of tumor T-cell repertoire in individual mice is required. However, it is difficult to prepare a sufficient amount of biopsy samples from the tiny mouse tumors without affecting tumor growth.

Recently, Zemek (19) and Chen (20) reported that the immune microenvironment is similar in bilateral tumor models with comparable tumor growth and that it can be applied to the temporal analysis of antitumor immune responses. To apply this method for temporal analysis of the TCR repertoire, there are important prerequisites: (1) the TCR repertoires of the left and right tumors show similar characteristics; and (2) the same tumor-reactive T cell clones infiltrate into the bilateral tumors. In this study, we investigated whether the bilateral tumor model is suitable for examining the temporal responses of tumor-reactive T cells in individual mice.

## Materials and Methods

### Mice and Cell Line

Eight-week-old female C57BL/6J mice were purchased from Sankyo Labo service corporation inc. (Tokyo, Japan). Lewis lung carcinoma (LLC) was originally provided from the Nihonkayaku (Tokyo, Japan).

### Tumor Inoculation

LLC cells (5 × 10^5^ cells) were inoculated subcutaneously (s.c.) into the bilateral backs of C57BL/6J mice. Tumor diameter was measured twice a week and tumor volume (mm^3^) was calculated according to the following formula [(major axis; mm) x (minor axis; mm)^2^ x 0.5]. In some mice, 1% Evans Blue dye (Sigma-Aldrich, Tokyo, Japan) was injected into the tumor 30 min prior to sacrifice to determine the draining lymph node (dLN) in our model. All animal experiments were conducted in accordance with institutional guidelines with the approval of the Animal Care and Use Committee of the Tokyo University of Science.

### Flow Cytometry and Cell Sorting

Intravascular leukocytes were stained by intravenous injection of FITC-conjugated monoclonal antibody (mAb) (3 µg/mouse) against CD45.2 (clone 104) three minutes before sacrifice (21). The Tumor was equally divided into two parts and processed individually. Each tumor was cut into small fragments and digested for 45 minutes at 37°C with 0.1% collagenase (032-22364, FUJIFILM Wako, Osaka, Japan). The cells were then subjected to density separation with 40% Percoll PLUS (Cytiva, Marlborough, MA) and leukocytes were recovered from the bottom layer. Ammonium Chloride Potassium (ACK) Lysing buffer was used to lyse red blood cells. The extracted dLN was cut into small fragments and mashed on a cell strainer. The cell number was determined using Flow-Count fluorospheres (Beckman Coulter, San Diego, CA) and a CytoFLEX flow cytometer (Beckman Coulter). Cells were then stained with a mix of Fc Block (anti-mouse CD16/CD32 mAb; clone 2.4G2, BioXcell) and fluorophore-conjugated anti-mouse mAbs as indicated in **Supplementary Table S1**. After enrichment of T cells with magnetic separation by Dynabeads M-280 Streptavidin (Thermo Fisher Scientific, Tokyo, Japan), CD8^+^ and CD4^+^ T cells from the tumor and CD8^+^ CD44^hi^ and CD4^+^ CD44^hi^ T cells from the dLN were sorted using FACS Aria II or Aria III cell sorter (BD Biosciences, San Jose, CA) The number of CD8^+^ and CD4^+^ T cells sorted from each tumor and dLN was shown in **Supplementary Table S2**. Propidium iodide-positive cells were excluded as nonviable cells, and intravascular staining-CD45.2 positive cells were also excluded as non-tumor-infiltrated cells. The purity of sorted cells was always over 95%. Data were analyzed using FlowJo software (version 10.5.3; BD Biosciences).

### TCR Library Construction and Sequencing

TCR libraries were prepared on purified T cells lysed in lysis buffer [1% Lithium Lauryl sulfate (NACALAI TESQUE, Kyoto, Japan), 100 mM Tris-HCl (pH 7.5) (NIPPON GENE, Tokyo, Japan), 500 mM LiCl (Sigma-Aldrich), and 10 mM EDTA (NIPPON GENE)]. PolyA RNAs were isolated according to a previous report with some modifications (GSE110711). To perform reverse transcription and template-switching, mRNA-trapped oligo-dT-immobilized Dynabeads M270-streptavidin (Thermo Fisher Scientific) were suspended in 10 µL of RT mix [1× First Strand buffer (Thermo Fisher Scientific), 1 mM dNTP, 2.5 mM DTT (Thermo Fisher Scientific), 1 M betaine (Sigma-Aldrich), 9 mM MgCl2 (NIPPON GENE), 1 U/µL RNaseIn Plus RNase Inhibitor (Promega, Madison, WI), 10 U/µL Superscript II (Thermo Fisher Scientific), and 1 µM of i5-TSO], and incubated for 60 min at 42°C and immediately cooled on ice. Beads were washed once with B&W-T buffer [5 mM Tris-HCl (pH 7.5), 1 M NaCl (NACALAI TESQUE), 0.5 mM EDTA, and 0.1% Tween-20 (Sigma-Aldrich)], and once with Tris-HCl (pH 8.0). To amplify the TCR cDNA containing complementarity determining region 3 (CDR3), nested PCR of the TCR locus was performed as follows. cDNA-immobilized beads were resuspended with the 25 µL of first PCR mixture [0.4 μM of primers (i5, Trac_ex, and Trbc_ex), and 1x KAPA Hifi Hotstart ReadyMix (KAPA Biosystems, Wilmington, MA)], and the thermal cycling was performed as the following condition: denaturation at 95°C for 3 min, 5 cycles of denaturation for 20 sec at 98°C, annealing for 15 sec at 65°C and extension for 30 sec at 72°C, followed by a final extension at 72°C for 2 min. Then, 2.5µL of first PCR product was mixed with the 22.5 μL of second PCR mixture [0.35 μM of primers (i5_2nd and i7-BC_mTrbc), and 1x KAPA Hifi Hotstart ReadyMix], and the thermal cycling was performed under the same condition as first PCR. The second-PCR products were purified by an Agencort AM Pure XP kit (Beckman Coulter, CA) at a 0.7:1 ratio of beads to sample and eluted with 20 μL of 10 mM Tris-HCl (pH 8.0). To amplify TCR libraries and add adaptor sequences for the next-generation sequencer, the third PCR was performed as follows. 5 µL of purified second PCR product was mixed with the 20 μL of third PCR mixture [0.4 μM of primers (i5-BC and i7-BC), and 1x KAPA Hifi Hotstart ReadyMix], and the thermal cycling was performed under the same condition as first PCR, excepted for the number of cycles (23 cycles). The third-PCR products were purified as second PCR. The products were pooled and then purified and subjected to dual size selection using ProNex size-selective purification system (Promega) and eluted with 25 μL of 10 mM Tris-HCl (pH 8.5). Final TCR libraries, whose lengths were about 600 base pairs were sequenced using an Illumina Novaseq 6000 S4 flowcell (67 bp read 1 and 140 bp read 2) (Illumina, USA). Only read2 contained the sequence regarding the definition of T cell clones.

### Data Processing of TCR Sequencing

Adapter trimming and quality filtering of sequencing data were performed using Cutadapt-3.2 (22) and PRINSEQ-0.20.4 (23). Sequencing data were processed by MiXCR-3.0.5 (24). In MiXCR, Filtered reads were aligned to reference mouse TCR V/D/J sequences registered in the international ImMunoGeneTics information system with the following parameters: -starting-material=rna, -5-end=no-v-primers-, -3-end=c-primers, -adapters=no-adapters, vParameters.geneFeatureToAlign=VTranscript, -vjAlignmentOrder=JThenV. Then, identical sequences were assembled and grouped in clones with PCR and sequencing error correlation with the following parameters: -badQualityThreshold=15, –separateByV=true, –separateByJ=true, -only-productive=true, –region-of-interest=CDR3. The Variable (V) and Joining (J) segment of TCRs were represented in IMGT gene nomenclature. The list of final clones was analyzed by VDJtools-1.2.1 (25). Sequencing reads of the sample were normalized to six times of cell count in each sample by the “DownSample” command of VDJtools. T cell clones were determined as TCR reads with the same TCR V segment, J segment, and CDR3 nucleotide sequence. After normalization, the frequency of the clone was calculated as the number of reads for a particular clone divided by the total number of reads for all clones in the repertoire. The number of total reads and unique clones for each sample were shown in **Supplementary Table S2**. 

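In the deposited files, the number of reads per library ranged from 326582 to 4840722. After a random draw to 6 reads per sorted cell, 131070 to 2035380 reads per library remained. The drawn CD8+ libraries held 23302 ± 12335 clones in the tumor fragments (SD, n = 16 libraries) and 36165 ± 6066 clones in the dLNs (SD, n = 8). For CD4+ T cells, the drawn libraries held 7844 ± 2701 clones in the tumor fragments (SD, n = 16) and 14844 ± 2909 clones in the dLNs (SD, n = 8). Clones with 1 read made up between 2.28% and 11.5% of the clones in the tumor libraries, with medians of 4.18% for CD4+ and 9.46% for CD8+ T cells. When clones under 4 reads in CD4+ libraries and under 6 reads in CD8+ libraries were left out, the number of clones lay from 0.812% below to 0.659% above the paper's number in Supplementary Table S2 over the 48 libraries. These minimums were chosen after the data were seen, as those closest to the table among minimums of 2 to 8 reads.

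**Figure D1:**
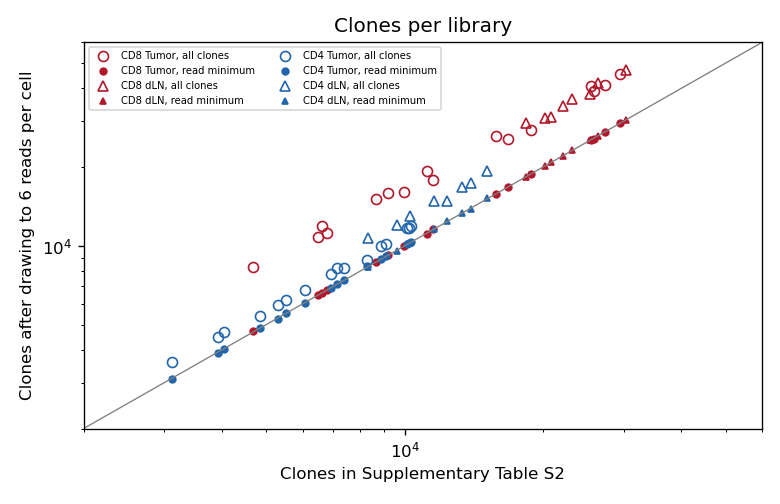
Clones per library after the draw to 6 reads per sorted cell (y axis, log scale) against the paper's number in Supplementary Table S2 (x axis, log scale). Open symbols count all clones and filled symbols count clones with at least 4 reads (CD4+) or 6 reads (CD8+). The line marks equal numbers, and the filled symbols lie within 0.812% of it.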

TCR repertoires of divided tumors were pooled other than **Figure 3**. The processed data have been deposited in NCBI GEO under the accession GSE174225.

### Analysis of the Indices of TCR Repertoire and the Extent of Overlap Between Repertoires

V/J segment usage plots of the TCR repertoire of bilateral tumors were generated by the “PlotFancyVJUsage” command of VDJtools. Principle component analysis of V and J segment usage was performed based on the frequency of each V or J segment using the prcomp function of R (version 3.6.0). The 1 - Pielou index was used to evaluate the clonality of TCR repertoire, which was calculated using the formula: $1-\Sigma_{i=1}^{n}p_{i}\log_{e}(p_{i})/\log_{e}(n)$ where *p_i_* is the frequency of cloning *i* for a sample with n unique clones. The Morisita-Horn index was used to estimate the similarity of TCR repertoire between bilateral tumors, which was calculated using the formula:

$$C_{H}=\frac{2\;\Sigma_{i=1}^{S}x_{i}y_{i}}{\left(\frac{\Sigma_{i=1}^{S}x_{i}^{2}}{X^{2}}+\frac{\Sigma_{i=1}^{S}y_{i}^{2}}{Y^{2}}\right)XY}$$

where *X_i_* is the number of clones *_i_* in the total X reads of one sample, *y_i_* is the number of clones *_i_* in the total Y reads of another sample, and S is the number of clones.

The frequency of overlap (OL) clones between samples is calculated by the geometric mean of the frequencies within each sample. The scatter plot in **Figures 7**, **8** was depicted using the ggplot2 package (26). The heatmap in **Supplementary Figures 2, 4, 7** was depicted using the complexheatmap package (27).

### Identification of Differentially Expanded Clones

Clones that differentially expanded in one side of the tumor (differentially expanded clones) were defined in Dewitt et al., using Fisher exact test on an estimated cell count of T cell clones, including clones detected only at one-time point (28). The estimated cell count was obtained by multiplying the T cell count for library preparation and the frequency of each clone, and q values corresponding to the p values of Fisher exact test were calculated using the qvalue package in Microsoft R open 3.6.0. We adopted q < 0.01 and fold change of clone’s frequency > 2 for the threshold of differentially expanded clones.

### Statistical Analysis

Statistical analyses were performed using GraphPad Prism software (version 8, GraphPad Software, La Jolla, CA). A two-sided paired Student’s t-test was run on the comparison of the frequency of dLN-Tumor overlapping clones between ipsilateral and contralateral ones. Ordinary one-way analysis of variance was run to compare the clonality of TCR repertoires between bilateral tumors and between individuals. All other experimental data were analyzed using a two-sided unpaired Student’s t-test. Asterisks to indicate significance corresponding to the following: n.s., not significant (P > 0.05), *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001.

## Results

### TCR Repertoire of Bilateral Tumors Exhibits Similar Characteristics

We used the bilateral tumor model to establish an experimental system for evaluating temporal and treatment-induced changes in tumor-reactive T cell clones. To this end, the growth rate and clonal T cell responses in bilateral tumors must be similar in individual mice. Therefore, we first examined whether the Lewis lung carcinoma (LLC) tumors inoculated bilaterally into the back of individual mice grew symmetrically. Intratumoral injection of Evans Blue verified that the brachial lymph node became a dLN in the subcutaneous tumors (**Figure 1A**). The growth curves of bilateral tumors were symmetrical in individual mice, suggesting that a similar antitumor response occurred on both sides of the tumor (**Figure 1B**).

**Figure 1:**
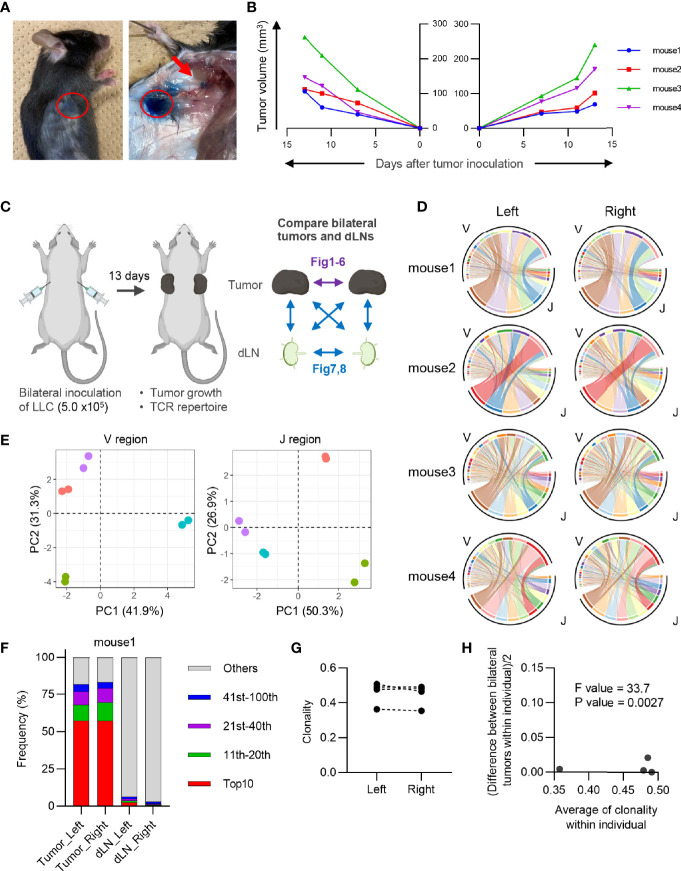
Characteristics of CD8^+^ T cell repertoire in the bilateral tumor. **(A)**, Visualization of draining lymph node (dLN) in our bilateral tumor model. 1% Evans Blue dye was injected into the tumor (red circle) 30 min prior to euthanasia. Brachial LN (arrow) was stained by Evans Blue, indicating this LN became a dLN. **(B)**, Growth curve of the tumor inoculated bilaterally on the backs. Lines of the same color indicate left and right tumors of the same mouse (n = 4). **(C)**, Experimental scheme for the entire study. Results of the comparison between bilateral tumors are presented in **Figures 1**–**6**, and those between bilateral dLNs or dLN and tumor are presented in **Figures 7**, **8**. **(D)**, V/J segment usage plots of the bilateral CD8^+^ T cell repertoires. Ribbons connecting the V and J segments are scaled by the corresponding V/J pair frequency. The color of the circumference represents the same V and J genes, and the color of the ribbon represents the same J genes (n = 4). **(E)**, Principal component analysis of V and J segment usage of tumor-infiltrating CD8^+^ T cells. Dots of the same color indicate left and right tumors of the same individual (n = 4). **(F)**, Frequency of abundant CD8^+^ T cell clones in the tumor and dLN. CD8^+^ T cell clones were categorized into five classes based on their rank in each repertoire: top 10, 11^th^–20^th^, 21^st^–40^th^, 41^st^–100^th^, and others. The total frequency of clones in each class is shown (n = 4). **(G)**, Clonality of the CD8^+^ T cell repertoire of the left and right tumor (n = 4). **(H)**, Homoscedasticity plot for variance of clonality in individual mice. The X-axis represents the average clonality of bilateral tumors in each individual (n = 4). The Y-axis represents variance of clonality between different bilateral tumors within individuals. Sum of squares within mouse = 9.7 × 10^-4^; sum of squares between mice = 2.4 × 10^-2^; degree of freedom within mouse = 4; degree of freedom between mice = 3.

Next, we investigated the equivalency of T cell clonal responses inside the bilateral tumors. CD4^+^ and CD8^+^ T cells from the tumor and CD4^+^ CD44^hi^ and CD8^+^ CD44^hi^ T cells from dLN were sorted 13 days after tumor inoculation, and their TCR repertoires were analyzed (**Figure 1C**: Experimental scheme for this study and **Supplementary Figure 1A**). 

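The repertoires of 4 mice, numbered 5 to 8 in the sample labels, were available as 48 libraries, with 1 CD4+ and 1 CD8+ library for each dLN and for each of the 2 fragments of a tumor. The authors aligned the reads, assembled the clones and deposited the read count of each clone and its fraction of the library's reads. Every library held more deposited reads than 6 per sorted cell, with between 8.61 and 47.2 reads per cell. Each library was therefore drawn at random, without replacement, to 6 reads per sorted cell, the depth stated in the paper's methods, with the cell numbers of Supplementary Table S2. A clone was defined by its V segment, its J segment and its CDR3 nucleotide sequence, and the fragments of a tumor were pooled by adding their reads unless fragments were compared. The overlap of a pair of repertoires was the geometric mean of the percentages of reads that their shared clones held in each. For comparisons within and between mice, the 4 right samples were paired with the 4 left samples in all 24 ways, and the smallest p this exact test allows, one-sided, is 0.0417. Comparisons of 4 values with 4 values used all 70 splits, and the smallest exact two-sided p is 0.0286. Among the 36 tests, 20 had an exact p under 0.05, and the Benjamini-Hochberg adjusted p of each of these was 0.075. Values are given as mean ± SD over mice unless another number is stated.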

Variable-Joining (V/J) segment usage of TCRβ, which is commonly used to characterize individual repertoire, was highly similar between bilateral tumors in the same mouse but varied among mice (**Figures 1D, E**). 

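V segment usage of the left and right CD8+ tumor repertoires was compared by the percentage of reads that would have to move to another segment to make the repertoires equal. This distance was 5.93% ± 1.37 between the bilateral tumors (SD, n = 4 mice), with a highest value of 7.76%. Tumors of different mice were 32.9% ± 6.12 apart (SD, 12 pairs), with a lowest value of 23.7% (exact permutation test of the pairing, one-sided, p = 0.0417, the smallest it allows). For J segments, the distance was 5.10% ± 1.66 within mice (SD, n = 4) and 29.0% ± 6.37 between mice (SD, 12 pairs), with the same exact permutation p. The first and second principal components held 41.4% and 30.9% of the variance of V usage, and 50.5% and 26.9% of the variance of J usage. Counting each clone once instead of its reads moved these distances most: the difference between pairs within and between mice was -27.0 percentage points with reads and -0.585 with clones for V segments, with the same exact p.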

A heatmap depicting the relative proportion of each TRB V gene in each tumor repertoire showed that TRB V usage was highly similar between the bilateral tumors in the same mouse (**Supplementary Figure 2**). 

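The V segment with the highest mean usage in CD8+ tumors was TRBV26, which lies on chromosome 6 of GRCm38 from 41227505 to 41227993 and is annotated as a TCR V gene. It was also the V segment whose usage differed most between mice, a rank that rested on mouse 7. Without this mouse the range of TRBV26 went from 22.8 to 3.04 percentage points. The range of TRBV4, between mice 5 and 8, was 12.3 percentage points. With each clone counted once, mean TRBV26 usage was 2.57%. TRBV26 made up 22.8% of the reads in the left and 22.7% in the right tumor of mouse 5, and 25.5% and 24.2% in mouse 6. In mouse 7 its usage was 2.85% on the left and 3.06% on the right, and in mouse 8 it was 28.9% and 22.7%. Among J segments, TRBJ1-6 (chromosome 6, 41535554 to 41535606) differed most between mice. It made up 20.0% and 18.6% of reads in the left and right tumors of mouse 6 and 1.94% and 2.12% in those of mouse 5. This rank rested on mouse 6: without it the range of TRBJ1-6 went from 17.3 to 6.20 percentage points. The range of TRBJ2-3, between mice 5 and 8, was 14.8 percentage points.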

The proportion of the most abundant T cell clones was also similar between bilateral tumors, suggesting that they contained an equivalent number of expanded clones (**Figure 1F** and **Supplementary Figure 3**). 

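The 10 most abundant clones made up 44.6% ± 9.79 of the CD8+ reads in the left tumors and 43.8% ± 9.27 in the right tumors (SD, n = 4 mice). Their share differed by 1.32 ± 0.968 percentage points between the bilateral tumors and by 12.0 ± 6.48 percentage points between tumors of different mice (SD, 12 pairs). The difference between these means was not past the threshold in the exact permutation test of the pairing (one-sided, p = 0.0833, where the smallest possible p is 0.0417). The left tumors held 18 ± 4.69 clones above 1% and the right tumors held 16.25 ± 3.59 (SD, n = 4). In the dLNs, the 10 most abundant clones made up 1.54% ± 1.65 of the CD8+ reads (SD, n = 8 dLNs).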

Consistently, the clonality of the CD8^+^ T cell repertoire, which represents the extent of clonal expansion, was equivalent between the bilateral tumors (**Figure 1G**). In addition, the difference in clonality between the bilateral tumors of the same mouse was significantly smaller than that between different mice (**Figure 1H**). 

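Clonality, computed as 1 minus the normalized Shannon entropy of clone frequencies, was 0.465 ± 0.0673 in the left and 0.454 ± 0.0657 in the right CD8+ tumor repertoires (SD, n = 4 mice). The left tumor exceeded the right tumor by 0.0111 ± 0.0232, which was within the spread between mice (exact permutation test, two-sided, p = 0.6). With the mouse as a replicate block, the same difference of 0.0111 had an exact two-sided p of 0.5, where the smallest possible p is 0.125. Left and right samples of the same mouse deviated together from the means of their groups (r = 0.922 over 16 left and right pairs of tumors and dLNs). This did not hold for every pair. In the CD8+ dLNs, mouse 5 lay above the mean on the left (0.0467) and below it on the right (0.0356). Mouse 8 lay below it on the left (0.0385) and above it on the right (0.0624). The Gini coefficient in place of clonality gave a left minus right difference of 0.00435. Without mouse 6 the difference in clonality was 7.72e-06, so the mean difference rested on this mouse.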

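Absolute differences in clonality were 0.0155 ± 0.0195 between the bilateral CD8+ tumors of a mouse (SD, n = 4) and 0.0736 ± 0.0610 between left and right tumors of different mice (SD, 12 pairs). The sum of squares was 0.00106 within mice and 0.0257 between mice, a ratio of mean squares of 32.5. Over all 105 ways to divide the 8 tumors into 4 pairs, the exact permutation p of this ratio was 0.124. The ratio rested on mouse 7: in the other 3 mice it was 0.135 (exact permutation p = 0.867 over 15 divisions).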

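In the CD4+ repertoires of the same tumors, the V usage distance was 2.52% ± 0.802 within mice (SD, n = 4) and 11.2% ± 3.19 between mice (SD, 12 pairs). The J usage distance was 1.90% ± 0.608 within and 11.0% ± 3.62 between mice, and both differences reached the smallest p of the exact permutation test of the pairing (one-sided, p = 0.0417). TRBV1, on chromosome 6 of GRCm38 from 40891229 to 40891885, had the highest mean CD4+ usage and ranged from 12.9% in the left tumor of mouse 8 to 19.9% in the right tumor of mouse 6. The 10 most abundant CD4+ clones made up 12.3% ± 7.69 of reads on the left and 11.7% ± 6.94 on the right (SD, n = 4 mice). CD4+ clonality was 0.1995 ± 0.0462 on the left and 0.188 ± 0.0473 on the right. The difference was 0.0115 ± 0.0104 (exact permutation test, two-sided, p = 0.457, n = 4). With the mouse as a replicate block, the exact p was 0.125, the smallest possible, the left tumor being higher in 4 of 4 mice. With all CD4+ tumors drawn to the same number of estimated cells, the left tumor was lower in mouse 8, with 0.1430 against 0.1440. It stayed higher in mice 5, 6 and 7. Sums of squares of CD4+ clonality were 0.000426 within and 0.01296 between mice, and their ratio of mean squares was 40.5 (exact permutation p = 0.143). Without mouse 7 the CD4+ ratio was 0.0230.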

A similar trend was observed for the CD4^+^ T cell repertoire (**Figure 2**). These results demonstrated that the TCR repertoire features like V/J segment usage and clonality were similar between the bilateral tumors.

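Clonality in the CD8+ tumors ranged from 0.357 to 0.515 over the 8 tumors, and in CD4+ tumors from 0.156 to 0.269. Segment usage separated every pair of bilateral tumors from every pair of a left and a right tumor of different mice. For CD8+ T cells, the highest J distance within a mouse was 6.54% and the lowest between mice was 19.8%. For CD4+ T cells, these values were 2.62% and 6.03%. From segment usage, the abundant clones and clonality, the paper concludes that these features of the repertoire were similar between the bilateral tumors.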

**Figure 2:**
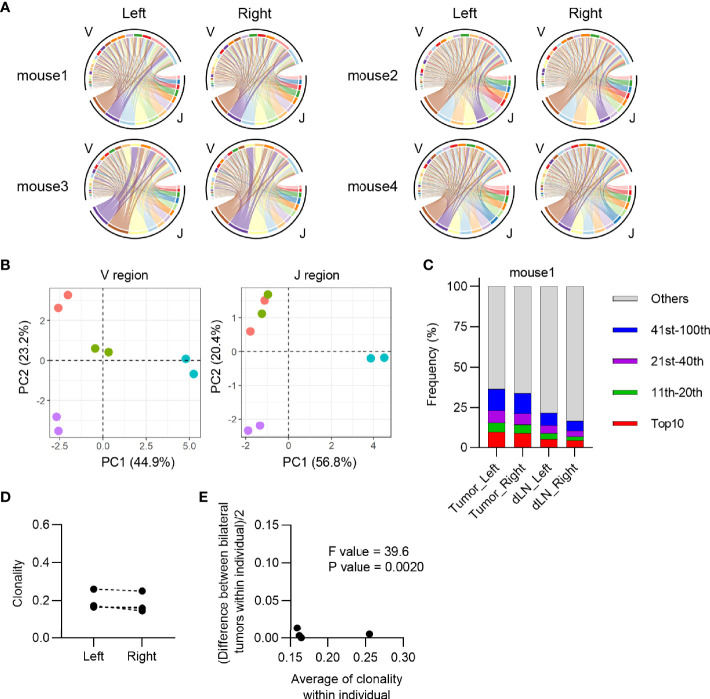
Characteristics of CD4^+^ T cell repertoire in the bilateral tumor. **(A)**, V/J segment usage plots of the bilateral CD4^+^ T cell repertoires. Ribbons connecting the V and J segments are scaled by the corresponding V/J pair frequency. The color of the circumference represents the same V and J genes, and the color of the ribbon represents the same J genes (n = 4). **(B)**, Principal component analysis of V and J segment usage of tumor-infiltrating CD4^+^ T cells. Dots of the same color indicate left and right tumors of the same individual (n = 4). **(C)**, Frequency of abundant CD4^+^ T cell clones in the tumor and dLN. CD4^+^ T cell clones were categorized into five classes based on their rank in each repertoire: top 10, 11^th^–20^th^, 21^st^–40^th^, 41^st^–100^th^, and others. The total frequency of clones in each class is shown (n = 4). **(D)**, Clonality of the left and right CD4^+^ tumor repertoire (n = 4). **(E)**, Homoscedasticity plot for variance of clonality in individual mice. The X-axis represents the average clonality of bilateral tumors in each individual (n = 4). The Y-axis represents variance of clonality between different bilateral tumors within individuals. Sum of squares within mouse = 4.4 × 10^-4^, Sum of squares between mice = 1.3 × 10^-2^, Degree of freedom within mouse = 4, Degree of freedom between mice = 3.

### The Majority of the T Cell Repertoire Was Composed of Shared Clones With a Similar Extent of Expansion in Bilateral Tumors

Highly similar Indices of the TCR repertoire between bilateral tumors suggested that T cell clones that might present on one side also exist on the other side. To investigate this possibility, we analyzed the frequency of T cell clones that overlapped between the bilateral tumors or different individuals (**Figure 3A**). 

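Clones found in both tumors of a mouse made up 82.6% ± 6.21 of the CD8+ reads in the left tumors and 82.3% ± 7.02 in the right tumors (SD, n = 4 mice). The overlap, the geometric mean of both sides, was 82.5% ± 6.47, from 72.9% in mouse 7 to 86.8%. By number, the shared clones were 13.4% ± 2.77 of the clones in the left tumors and 14.9% ± 1.31 in the right tumors (SD, n = 4), or 6558 ± 4573 clones per mouse.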

The clones overlapping bilateral tumors accounted for approximately 80% of the CD8^+^ T cell repertoire. In addition, a clonal overlap heat map for all tumors showed that the frequency of the clones that overlapped between the bilateral tumors was higher than the tumors from different individuals (**Supplementary Figure 4**). However, T cell clones overlapping between different mice covered only about 3%. This result indicated that most of the tumor-infiltrating CD8^+^ T cell clones were commonly present on both sides of the tumor within the same individuals.

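The overlap exceeded that of CD8+ tumors of different mice by 76.3 percentage points (exact permutation test of the pairing, one-sided, p = 0.0417, the smallest possible with 4 mice). Defining clones by their amino acid sequence moved this difference most among the alternatives set before the data were examined, to 67.8 percentage points.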

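Left and right CD8+ tumors of different mice overlapped by 6.12% ± 5.01 (SD, 12 pairs), with a median of 3.40% and a range from 1.51% to 18.7%. They shared 988 ± 419 clones (SD, 12 pairs). The highest value belonged to the left tumor of mouse 8 and the right tumor of mouse 7. Of the reads in clones shared between mice, 69.3% belonged to clones at least 100 times more frequent in one of the mice, which were 1.13% of the shared clones. When a clone was removed from the libraries of mice in which it was at least 100 times rarer than in another mouse, the mean overlap between mice was 1.48%. From the overlap within and between mice, the paper concludes that most tumor-infiltrating CD8+ clones were present on both sides of the same mouse.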

**Figure 3:**
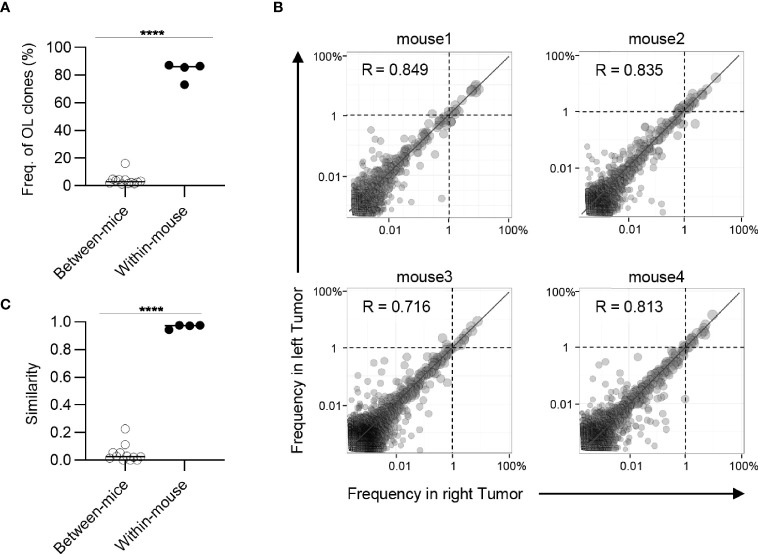
Clonal composition of CD8^+^ T cell repertoires in bilateral tumors. **(A)**, Comparison of the frequency of overlapping clones in tumors between and within mice (between mice, n = 4 × 3; within mice, n = 4). **(B)**, Scatter plot of CD8^+^ T cell clones from bilateral tumors (n = 4). Each dot represents a single clone with indicated frequency in the left (X-axis) and right tumors (Y-axis). The dotted line indicates a frequency of 1%. **(C)**, Comparison of the similarity of the tumor repertoires between and within mice (n = 4). Mean; Two-sided unpaired Student’s t-test **(A, C)**; ****P ≤ 0.0001.

Next, we examined whether these overlapping clones expanded equally in bilateral tumors. To this end, we depicted the frequency of each overlapping clone within the right (x-axis) and left (y-axis) tumors as a scatter plot (**Figure 3B**). The frequency of overlapping clones that had expanded to more than 1% was almost equal between the left and right sides. 

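Over the 4 mice, 78 CD8+ clones were above 1% in the left or the right tumor, between 13 and 25 per mouse, and all 78 were found on both sides. Together they made up from 35.3% of the reads in the right tumor of mouse 7 to 66.1% in that of mouse 5. The median fold difference between the sides was 1.21 ± 0.0312 (SD, n = 4 mice), and 7 of the 78 clones differed by more than 2-fold, the largest difference being 6.92-fold in mouse 6. The most frequent clone of mouse 6 (TRBV26, TRBJ1-6, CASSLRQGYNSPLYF) made up 14.6% of reads on the left (95% Wilson interval 14.5 to 14.7) and 13.1% on the right (12.9 to 13.2). In mouse 8 the most frequent clone (TRBV26, TRBJ1-5, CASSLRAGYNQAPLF) made up 13.9% (13.8 to 14.0) on the left and 9.29% (9.21 to 9.37) on the right. The most frequent clones of mouse 5 (TRBV26, TRBJ1-3, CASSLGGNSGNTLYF) and mouse 7 (TRBV20, TRBJ1-1, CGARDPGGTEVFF) had log2 ratios of left over right of 0.29 and 0.12. The intervals are based on estimated cell numbers and cover counting error only, since reads without molecular identifiers are not independent molecules.

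**Figure D2:**
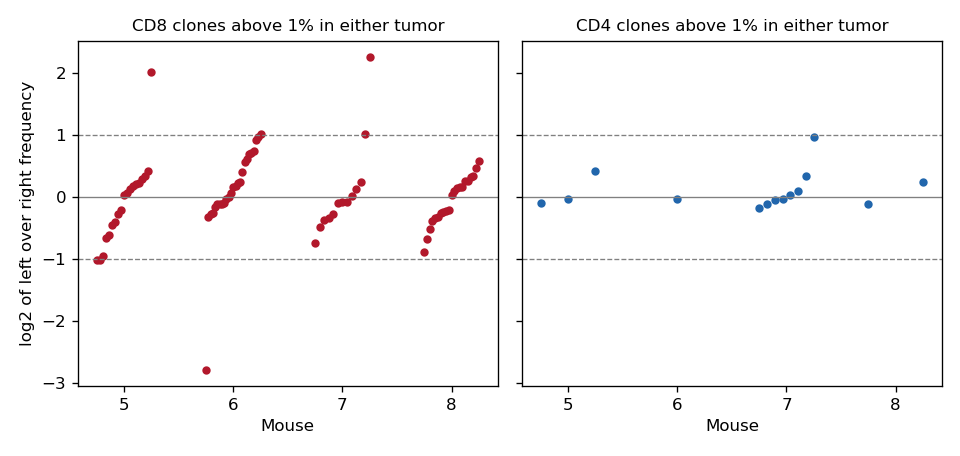
The log2 ratio of left over right frequency (y axis) of each clone above 1% in either tumor, by mouse (x axis), for CD8+ (left panel) and CD4+ T cells (right panel). Dashed lines mark 2-fold differences, which 7 of the 78 CD8+ clones and 0 of the 14 CD4+ clones exceeded.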

There were some clones whose frequency differed between the left and right sides, but the frequency of these clones was relatively low (**Supplementary Figure 5**). 

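Clones whose frequency differed between the sides were called from estimated cell numbers by Fisher's exact test with Storey's q-value under 0.01 and a fold difference above 2. In the CD8+ repertoires, 562 clones were called, between 54 and 224 per mouse (mean 140.5 ± 71.0, SD, n = 4), and 244 of them were found on 1 side only. The called clones held between 4.26% and 8.57% of the reads of a tumor, and their median frequency was between 0.00524% and 0.0178%. Of clones above 1% on average over both sides, 4.36% ± 5.04 were called, against 19.8% ± 5.66 of those from 0.1 to 1%, 28.0% ± 5.13 of those from 0.01 to 0.1% and 0.128% ± 0.0496 of those under 0.01% (SD, n = 4 mice). The called clone with the highest frequency in mouse 6 (TRBV4, TRBJ1-2, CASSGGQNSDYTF) made up 3.97% of the left (95% Wilson interval 3.92 to 4.03) and 1.96% of the right tumor (1.91 to 2.02). In mouse 7 it was a clone with TRBV4, TRBJ1-2 and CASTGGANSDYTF, with 2.09% on the left (2.05 to 2.13) and 0.438% on the right (0.419 to 0.457). This clone was not detected in either dLN of mouse 7, where 3 reads correspond to 0.000825% on the left and 0.000561% on the right. In simulated CD8+ repertoires with 800 clones changed 4-fold, 55.5% of the changed clones were called, and 0 of the 444 calls were false. Of the changed clones with at least 20 cells, 100% were called. The simulation only drew cells and reads at random, with every sorted cell captured. It therefore cannot show how often calls are false in the real libraries. By the same rule, fragments of the same CD8+ tumor differed in 60.5 clones on average. A q-value threshold of 0.05 moved the number of clones called between left and right tumors most among the alternatives, to 226 per mouse.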

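The log10 frequencies of CD8+ clones shared by left and right tumors of different mice had a Pearson correlation of 0.110 ± 0.0520 (SD, 12 pairs), between 0.0172 and 0.168. Within a mouse the correlation was 0.617 ± 0.0784 (SD, n = 4), between 0.502 and 0.674. These correlations are across clones, which are not independent replicates. They depended on the scale: on linear frequencies the mean correlation within a mouse was 0.969, and Spearman's rho was 0.3604.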

The number of overlapping clones was low between different mice, and the frequency of each clone was not correlated (**Supplementary Figure 6**). Consistent with this finding, the Morisita-Horn similarity index, which reflects the similarity of two T cell repertoires considering the frequency of each shared clone (29), was over 0.9 between the bilateral tumors, whereas it ranged from 0.05 to 0.3 among the tumors in different individuals (**Figure 3C**). 

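Across all clones, the Morisita-Horn index of the bilateral CD8+ tumors was 0.967 ± 0.0155 (SD, n = 4 mice), between 0.943 in mouse 8 and 0.975. For left and right tumors of different mice it was 0.00170 ± 0.00324 (SD, 12 pairs), between 2.27e-05 and 0.00941. The difference of 0.965 reached the smallest p of the exact permutation test of the pairing (one-sided, p = 0.0417).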

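CD4+ clones shared by the bilateral tumors made up 84.5% ± 2.90 of reads as the geometric mean of both sides (SD, n = 4 mice), and 2.78% ± 1.80 in tumors of different mice (SD, 12 pairs; exact permutation test of the pairing, one-sided, p = 0.0417). By number they were 36.8% ± 2.71 of the clones on the left and 39.9% ± 3.70 on the right. All 14 CD4+ clones above 1%, between 1 and 8 per mouse, were found on both sides, with a median fold difference of 1.08 ± 0.0437 and a largest one of 1.94. The most frequent CD4+ clone of mouse 7 (TRBV14, TRBJ2-5, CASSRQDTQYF) made up 6.37% (95% Wilson interval 6.28 to 6.47) of the left and 6.49% (6.40 to 6.58) of the right tumor. Across clones, which are not independent replicates, log10 frequencies correlated with r = 0.690 ± 0.0234 within and 0.293 ± 0.108 between mice. The Morisita-Horn index was 0.961 ± 0.0186 within mice and 0.00677 ± 0.00669 between mice (exact permutation test of the pairing, one-sided, p = 0.0417). Differing CD4+ clones numbered 719 ± 531 per mouse (SD, n = 4), between 332 and 1499, and 1741 of the 2877 were found on 1 side only.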

The CD4^+^ T cell repertoire also showed similar tendencies (**Figure 4**). These results indicated that the majority of CD8^+^ T cell clones in tumors are shared between the bilateral tumors within the same individuals and these clones expanded to a similar extent, suggesting the clonal T cell responses on one side reflects those on the other side in our bilateral tumor model.

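The differing CD8+ clones were spread over both sides: 35 of 54 were higher on the left in mouse 5, 48 of 124 in mouse 6, 121 of 224 in mouse 7 and 76 of 160 in mouse 8. The differing CD4+ clones held between 4.29% and 12.3% of the reads of a tumor. From the shared clones and their frequencies, the paper concludes that most CD8+ clones in tumors were shared between the sides and expanded similarly, and proposes that the clonal response on one side reflects that on the other.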

**Figure 4:**
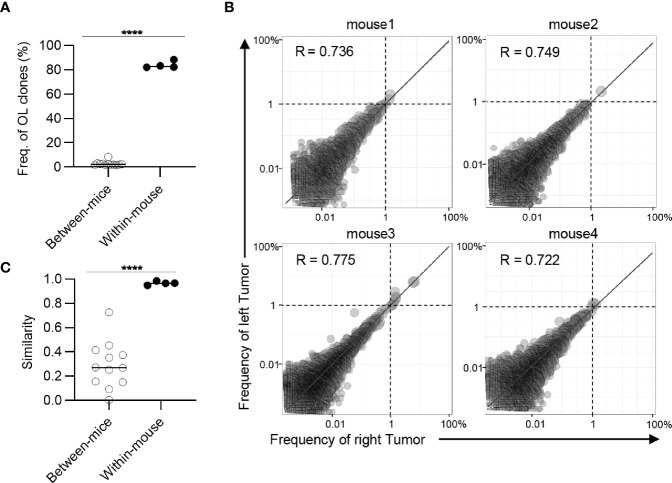
Clonal composition of CD4^+^ T cell repertoires in bilateral tumors. **(A)**, Comparison of the frequency of overlapping clones in tumors between and within mice (between mice, n = 4 × 3; within mice, n = 4). **(B)**, Scatter plot of CD4^+^ T cell clones from bilateral tumors (n = 4). Each dot represents a single clone with indicated frequency in the left (X-axis) and right tumors (Y-axis). The dotted line indicates a frequency of 1%. **(C)**, Comparison of the similarity of the tumor repertoires between and within mice (n = 4). Mean; Two-sided unpaired Student’s t-test **(A, C)**; ****P ≤ 0.0001.

### The Similarity of TCR Repertoires Between Bilateral Tumors Was Equivalent to the Similarity Within the Tumor

A previous study has shown that there is intratumoral heterogeneity of the TCR repertoire (30). When extrapolating our bilateral tumor model to a clinical situation, where antitumor immune responses are longitudinally monitored by tumor biopsy, it is important to determine whether the difference in TCR repertoire between the bilateral tumors could be considered equivalent to that within one side of the tumor. 

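Each tumor was sequenced as 2 fragments, which gave 8 pairs of fragments within a tumor and 16 pairs of a left with a right fragment of the same mouse for each T cell subset. The CD8+ fragments held 187186 ± 72595 sorted cells and the CD4+ fragments 81391 ± 44227 (SD, n = 16 fragments). Means of the pairs were compared over all 735471 splits of the 24 values into 8 and 16 (exact permutation test, two-sided). In a further exact permutation test with the mouse as a replicate block, the 4 fragments of each mouse were divided into pairs. All 81 ways were used (two-sided, smallest p 0.0123).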

To investigate this possibility, we analyzed the intra-tumoral similarity of TCR repertoire between two pieces of tumor divided within each side and compared the similarity with inter-tumoral TCR similarity (**Figure 5A**). 

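CD8+ fragments of the same tumor overlapped by 81.5% ± 6.92 (SD, n = 8 pairs), from 69.8% to 88.1%. Left and right fragments of a mouse overlapped by 80.9% ± 6.71 (SD, 16 pairs), from 69.4% to 88.1%. The difference of 0.585 percentage points was not significant over all pairs (exact permutation test, two-sided, p = 0.776). With the mouse as a replicate block, the same difference of 0.585 had an exact two-sided p of 0.0123. The largest change came with the overlap metric of VDJtools that sums the geometric means of the frequencies of single clones, which gave a difference of 1.61 percentage points.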

The total frequency of CD8^+^ overlapping clones between the left and right tumors was approximately 80%, which was equivalent to the frequency of overlapping clones within one side (**Figure 5B**). Additionally, scatter plots depicting the frequency of each overlapping clone showed that the variance in frequency of overlapping clones between bilateral tumors was equivalent to that within the tumor and significantly lower than those between different mice (**Figure 5C**). 

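Across shared CD8+ clones, which are not independent replicates, log10 frequencies correlated with r = 0.726 ± 0.0739 within a tumor (SD, n = 8 pairs) and 0.711 ± 0.0631 between the bilateral tumors (SD, 16 pairs; exact permutation test, two-sided, p = 0.591). The difference of 0.0157 had an exact two-sided p of 0.0247 with the mouse as a replicate block. On linear frequencies the difference of 0.0175 had an exact two-sided p of 0.0158 without the block. Fragments of different mice correlated with r = 0.156 ± 0.107 (SD, 96 pairs) and overlapped by 3.78% ± 3.74. Between fragments of the same tumor, 60.5 ± 42.3 CD8+ clones differed in frequency (SD, n = 8 pairs), and between a left and a right fragment 99.6 ± 41.7 differed (SD, 16 pairs). The mean was higher between the sides in 4 of 4 mice, by 39.1 clones (exact permutation of signs over the 4 mice, two-sided, p = 0.125, the smallest possible).

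**Figure D3:**
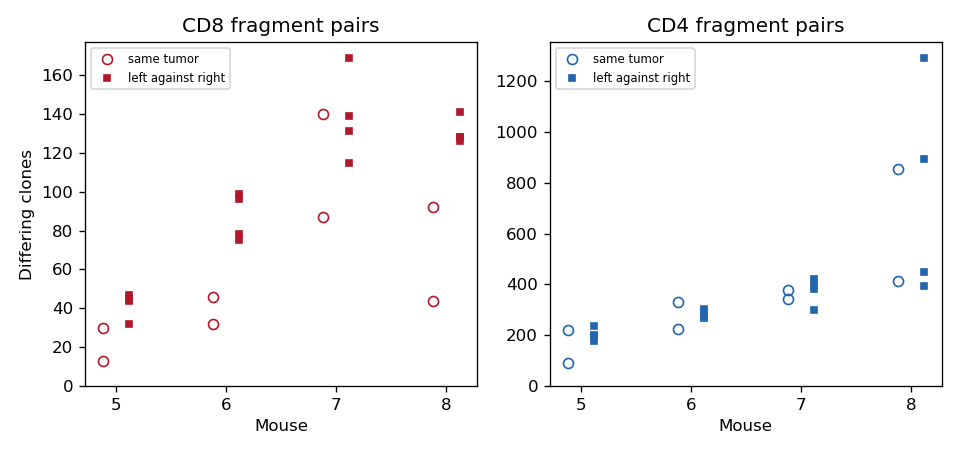
Number of clones whose frequency differed (y axis) between fragments, by mouse (x axis), for CD8+ (left panel) and CD4+ T cells (right panel). Open circles are pairs of fragments of the same tumor and squares are pairs of a left and a right fragment.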

Consistently, there was no significant difference in the similarity of the TCR repertoire between the tumor and within the tumor (**Figure 5D**). 

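Between fragments of the same CD8+ tumor, the Morisita-Horn index was 0.968 ± 0.0152 (SD, n = 8 pairs), and between left and right fragments it was 0.952 ± 0.0221 (SD, 16 pairs). The difference of 0.0164 was not significant (exact permutation test, two-sided, p = 0.0685, adjusted p = 0.117). Within each mouse the index was higher in the same tumor, by 0.00985 to 0.0313. The exact two-sided p with the mouse as a replicate block was 0.0123.

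**Figure D4:**
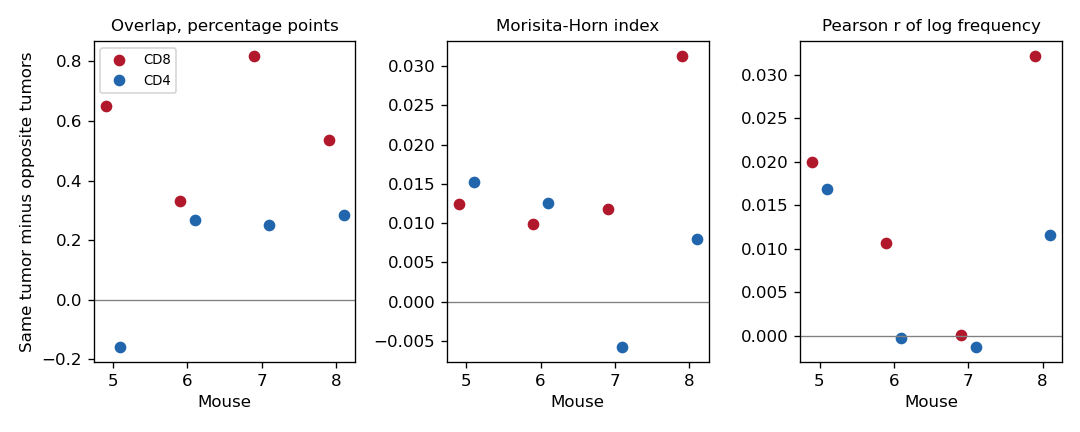
Mean of fragment pairs of the same tumor minus mean of left and right fragment pairs (y axis), by mouse (x axis), for overlap, the Morisita-Horn index and the correlation of log frequencies. Points above 0 mark mice whose fragments were more similar within a tumor. For CD8+ T cells all mice lie above 0, with 2.14e-05 for the correlation in mouse 7.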

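CD4+ fragments overlapped by 80.5% ± 3.83 within a tumor (SD, n = 8 pairs) and by 80.3% ± 3.40 between the bilateral tumors (SD, 16 pairs; exact permutation test, two-sided, p = 0.901). The correlation of log10 frequencies across clones was 0.660 ± 0.0242 within and 0.653 ± 0.0283 between tumors (exact permutation test, two-sided, p = 0.569). Morisita-Horn indices of CD4+ fragments were 0.937 ± 0.0257 within and 0.930 ± 0.0302 between tumors (exact permutation test, two-sided, p = 0.557). On average, 357 ± 226 CD4+ clones differed between fragments of the same tumor and 405 ± 290 between a left and a right fragment. The mean was higher between the sides in 4 of 4 mice, by 48 clones (exact permutation of signs, two-sided, p = 0.125, the smallest possible). Mouse 8 contributed most to this difference. Fragment 2 of its right tumor differed from the left fragments by 894 and 1292 clones, and from the other right fragment by 853. In the other mice, no pair of a left and a right fragment exceeded 421. Of the CD4+ differences, that of 0.00672 in correlation had an exact two-sided p of 0.160 with the mouse as a replicate block. That of 0.00747 in the Morisita-Horn index had 0.321.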

A similar tendency was observed for the CD4^+^ T cell repertoire (**Figure 6**). These data demonstrated that the differences in TCR repertoire between the bilateral tumors were equivalent to the TCR heterogeneity within each tumor. This also suggested that our bilateral tumor experiments could be considered as an experimental model for temporal monitoring of TCR repertoire using sequential tumor biopsy.

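Mouse by mouse, the overlap of CD8+ fragments was between 0.333 and 0.819 percentage points higher in the same tumor than between the bilateral tumors. For CD4+ fragments this difference lay between -0.161 and 0.286 percentage points. Its exact two-sided p with the mouse as a replicate block was 0.0864. From equivalent overlap, equivalent variance of clone frequencies and no significant difference in similarity within and between tumors, the paper concludes that the bilateral tumors differed as much as fragments of the same tumor.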

**Figure 5:**
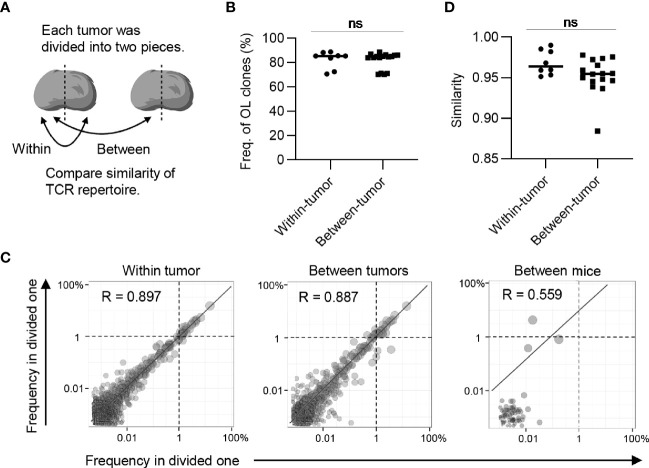
The extent of difference of CD8^+^ T cell repertoires between bilateral tumors. **(A)**, Schematic diagram of the analysis. **(B)**, Comparison of the frequency of the clones overlapped between divided same side tumors and bilateral tumor fragments (n = 4). **(C)**, Scatter plot of CD8^+^ T cell clones from bilateral tumors. Each dot represents a single clone with indicated frequency in each tumor fragment. The dotted line indicates a frequency of 1%. **(D)**, Comparison of the similarity of the tumor repertoires between divided same tumors and bilateral tumor fragments. **(B, D)** Within-tumor, n = 4 × 2; between-tumor, n = 4 × 4; Mean; Two-sided unpaired Student’s t-test; ns, non-significant.

**Figure 6:**
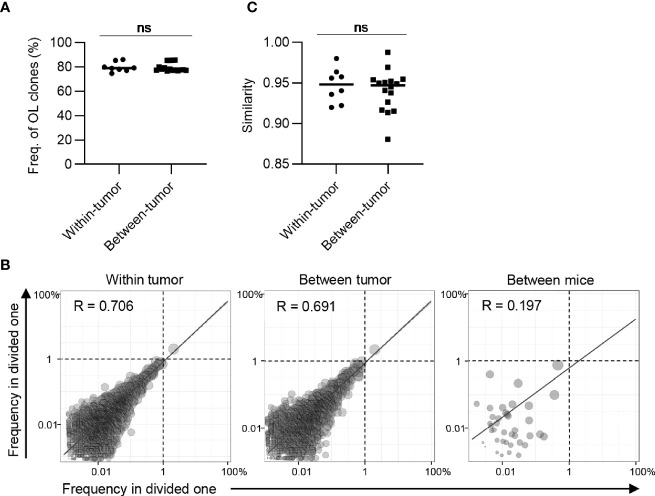
The extent of difference of CD4^+^ T cell repertoires between bilateral tumors. **(A)**, Comparison of the frequency of the clones overlapped between divided same side tumors and bilateral tumor fragments (n = 4). **(B)**, Scatter plot of CD4^+^ T cell clones from bilateral tumors. Each dot represents a single clone with indicated frequency in each tumor fragment. The dotted line indicates a frequency of 1%. **(C)**, Comparison of the similarity of the tumor repertoires between divided same tumors and bilateral tumor fragments. **(A, C)** Within-tumor, n = 4 × 2; between-tumor, n = 4 × 4; Mean; Two-sided unpaired Student’s t-test; ns, non-significant.

### Proportional Infiltration of T Cell Clones Into Bilateral Tumors Contributed to the Similarity of TCR Repertoires

Tumor-reactive clones that expand in the bilateral dLNs exit from the efferent lymph, enter the blood circulation *via* the thoracic duct and eventually form a blood repertoire. Thus, we hypothesized that the tumor-reactive clones induced in one side of the dLNs infiltrate into the bilateral tumors proportionally through the circulation and then proliferate *in situ* at the same rate (**Figure 7A**). To investigate this idea, we examined whether the frequency of overlapping clones between the tumor and its contralateral dLN was equivalent to that of overlapping clones between the ipsilateral ones (**Figure 7B**). The total frequency of overlapping clones between contralateral dLNs and the tumor was almost the same as that between the ipsilateral ones, which supported our hypothesis.

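Clones of the ipsilateral dLN made up 64.5% ± 14.4 of the CD8+ reads of a tumor and clones of the contralateral dLN 64.6% ± 13.7 (SD, n = 8 tumors). Since 1 read in a dLN counts, few reads of frequent tumor clones can raise these percentages. Counted in this way, 61.5% ± 6.68 of the CD8+ tumor reads of a mouse lay in clones also found in its CD4+ tumors (SD, n = 4 mice). Reads carried over between libraries cannot be told apart here from clones present in the dLN. The difference, ipsilateral minus contralateral, was -0.0985 ± 9.05 percentage points (exact permutation of signs, two-sided, p = 0.953, n = 8). With the mean of the 2 tumors of each mouse as a replicate block, the same difference of -0.0985 had an exact p of 0.75, where the smallest possible p is 0.125. In single tumors the difference ranged from -9.59 to 9.06 percentage points. The bilateral tumors share most of their reads and were set against the same dLNs, so the differences of a mouse nearly cancelled. In mouse 5 they were 7.64 on the left and -9.59 on the right. The 8 tumors are thus not independent, and the small mean difference cannot show by which route clones reached the tumors. Both tumors of mice 5 and 6 shared more CD8+ reads with the left dLN, and both tumors of mice 7 and 8 shared more with the right dLN. In each of these mice the dLN shared more with both tumors had more sorted CD8+ cells, such as 68228 on the left and 51440 on the right in mouse 5. The overlap in place of the percentage of tumor reads gave a difference of -1.15 percentage points, the largest change among the alternatives set before the data were examined. From the equal ipsilateral and contralateral frequencies, the paper concludes that the data were in favor of its hypothesis, in which clones induced in the dLNs infiltrate both tumors evenly through the blood.

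**Figure D5:**
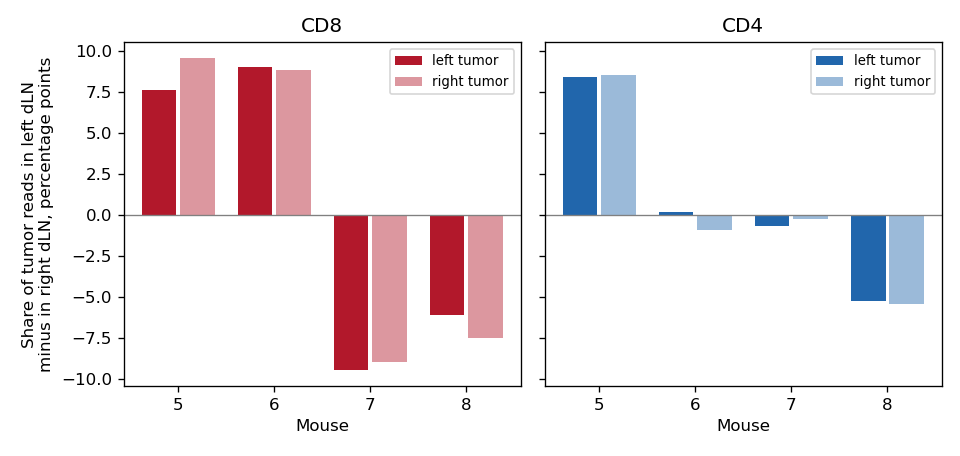
Percentage of tumor reads in clones of the left dLN minus that in clones of the right dLN (y axis), for the left and right tumor of each mouse (x axis). Both CD8+ tumors of a mouse lie on the same side of 0 in all 4 mice.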

**Figure 7:**
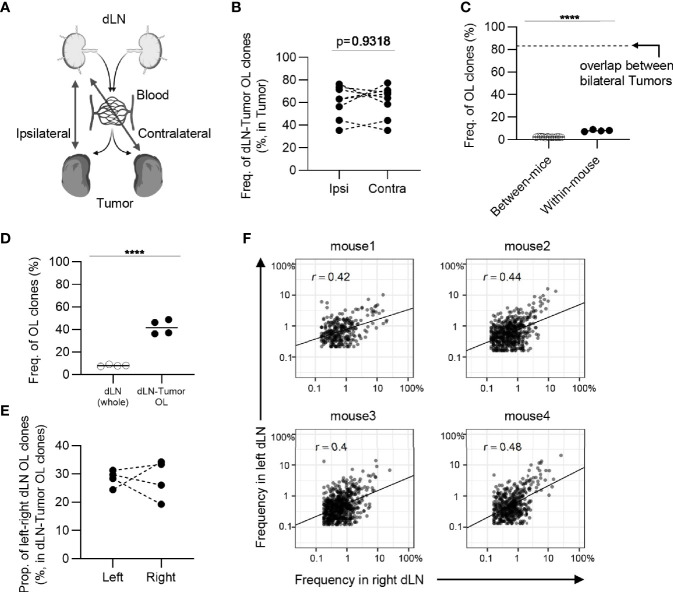
The similarity of CD8^+^ T cell repertoires in the bilateral dLNs. **(A)**, Schematic diagram of the hypothesis that T cell clones induced in dLN infiltrate into tumors evenly through blood circulation. **(B)**, The frequency of the clones overlapped between the dLN and its ipsilateral and contralateral tumor. Ipsi, ipsilateral; Contra, contralateral. n = 4 × 2. **(C)**, Comparison of the frequency of overlapping clones in dLN between and within mice (between mice, n = 4 × 3; within mice, n = 4). The dotted line indicates the frequency of clones overlapped between bilateral tumors within the mouse. **(D)**, Comparison of the frequency of left–right overlapping clones within whole dLNs and dLN-tumor overlapping repertoire (n = 4). **(E)**, The proportion of left–right overlapping clones within the dLN-tumor OL repertoires (n = 4). **(F)**, Scatter plot of left–right overlapping clones within the dLN-tumor OL repertoires (n = 4). Each dot represents a single clone with indicated frequency in each dLNs. Mean; Two-sided unpaired Student’s t-test; ns, non-significant. ****P ≤ 0.0001.

However, it is unclear whether similar clones were induced in bilateral dLNs. To address this question, we examined the frequency of overlapping clones in the bilateral dLNs and found that it was substantially lower (7 to 10%) than the overlap between bilateral tumors (70 to 90%), although it was higher than the overlap between individuals (less than 3%) (**Figure 7C**). It was possible that dLN CD8^+^ CD44^hi^ T cells contained a substantial proportion of non-tumor-associated clones, resulting in the reduced overlap between bilateral dLNs. Therefore, we next examined the TCR repertoire of bilateral dLNs that overlapped with either of the bilateral tumors to enrich tumor-associated clones. 

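The left and right dLNs of a mouse overlapped by 9.51% ± 0.867 of CD8+ CD44hi reads (SD, n = 4 mice), from 8.91% to 10.8%. The dLNs of different mice overlapped by 3.64% ± 1.45 (SD, 12 pairs), from 2.45% to 8.00%, which was lower by 5.88 percentage points (exact permutation test of the pairing, one-sided, p = 0.0417, the smallest possible). The highest value between mice belonged to the left dLN of mouse 5 and the right dLN of mouse 8, which shared 35 clones at 0.01% or more in both. Bilateral tumors overlapped by 72.9 percentage points more than bilateral dLNs (exact permutation test, two-sided, p = 0.0286, n = 4). With the mouse as a replicate block, the difference of 72.9 had an exact two-sided p of 0.125, the smallest that 4 pairs allow. By number, 6.59% ± 0.845 of the clones of the left and 5.82% ± 1.12 of those of the right dLN were found on the other side.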

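Clones of the CD8+ dLN repertoires that were also found in either tumor of the mouse made up 13.2% ± 3.26 of the dLN reads (SD, n = 8 dLNs). Within these clones, the left and right dLNs overlapped by 41.3% ± 6.03 (SD, n = 4 mice), from 36.1% to 48.7%. The increase over the whole dLN repertoire was 31.8 ± 5.44 percentage points (exact permutation test, two-sided, p = 0.0286, n = 4, the smallest possible). As a paired comparison with the mouse as a replicate block, the increase of 31.8 was present in 4 of 4 mice (exact two-sided p = 0.125, the smallest possible).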

In dLN-tumor overlapping clones in the bilateral dLNs, the frequency of left-right overlapping clones between bilateral dLNs increased to approximately 40% (**Figure 7D**). 

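The left dLNs held between 2218 and 3909 CD8+ clones that were also found in a tumor, and the right dLNs between 1696 and 5823. Of these, between 571 and 1136 per mouse were found in both dLNs. The shared clones were 28.7% ± 4.79 of the dLN-tumor overlapping clones of a dLN (SD, n = 8 dLNs), from 19.5% to 33.7%. Defining clones by their amino acid sequence moved this proportion to 34.9%.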

In terms of the number of clones, the proportion of left-right overlap was approximately 20 to 40% (**Figure 7E**). In other words, more than 50% of dLN-tumor overlapping clones were induced only in one of the dLNs. 

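Of all dLN-tumor overlapping CD8+ clones of a mouse, 83.5% ± 2.45 were detected in 1 dLN only (SD, n = 4 mice), from 80.9% to 86.8%. A clone counted as absent from a dLN may have been present below detection. Detection took 1 read of the 308640 to 534498 drawn reads of a CD8+ dLN library, where 3 reads correspond to between 0.000561% and 0.000972%. Among the 231 CD8+ clones with at least 20 estimated cells in 1 dLN, counted without the 35 clones common to the left dLN of mouse 5 and the right dLN of mouse 8, 193 were found in the other dLN. This comparison was chosen after the data were seen.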

Finally, we investigated whether these dLN-tumor overlapping clones were equally expanded in the bilateral dLNs. We found that the correlation in frequency in dLN-tumor overlapping clones was moderate between the bilateral dLNs (0.4 ≤ r ≤ 0.48; **Figure 7F**), compared to the correlation between the bilateral tumors (0.71 ≤ r ≤ 0.85; **Figure 3B**). 

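Across dLN-tumor overlapping CD8+ clones found in both dLNs, the correlation of log10 frequencies between the dLNs was 0.321 ± 0.0367 (SD, n = 4 mice), from 0.269 to 0.353. The clones are not independent replicates, and the value of each mouse was used as 1 measurement. The correlation between the bilateral tumors was higher by 0.296 ± 0.107 (exact permutation test, two-sided, p = 0.0286, the smallest possible with 4 mice). The difference of 0.296 had an exact two-sided p of 0.125, the smallest possible, with the mouse as a replicate block. With Spearman's rho the difference was 0.0900 and no longer past the threshold (exact permutation test, two-sided, p = 0.0857).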

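CD4+ CD44hi clones shared by the bilateral dLNs made up 47.6% ± 2.11 of reads (SD, n = 4 mice), from 44.9% to 49.7%, against 2.36% ± 0.310 in dLNs of different mice (SD, 12 pairs; exact permutation test of the pairing, one-sided, p = 0.0417). This overlap was 38.1 percentage points above that of CD8+ CD44hi clones (exact permutation test, two-sided, p = 0.0286, n = 4) and 36.8 percentage points below that of CD4+ clones in the bilateral tumors (exact permutation test, two-sided, p = 0.0286, n = 4). Clones of the ipsilateral dLN made up 63.1% ± 5.25 and clones of the contralateral dLN 63.0% ± 4.78 of the CD4+ reads of a tumor (exact permutation of signs, two-sided, p = 0.891, n = 8). As for CD8+ T cells, similar tumors were set against the same dLNs, so these equal percentages cannot show the route of the clones. Within dLN-tumor overlapping CD4+ clones the overlap was 85.6% ± 2.01, an increase of 38.0 percentage points (exact permutation test, two-sided, p = 0.0286, n = 4). Shared clones were 61.5% ± 5.52 of the dLN-tumor overlapping CD4+ clones of a dLN (SD, n = 8), and 55.9% ± 3.03 of those of a mouse were detected in 1 dLN only. Their log10 frequencies correlated with r = 0.529 ± 0.0167 across clones, which are not independent replicates, and the bilateral tumors exceeded this by 0.161 (exact permutation test, two-sided, p = 0.0286, n = 4). With the mouse as a replicate block, the CD4+ differences of 36.8, 38.0 and 0.161 and the difference of 38.1 between the subsets each had an exact two-sided p of 0.125, the smallest possible.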

The frequency of CD4^+^ T cell clones overlapping between bilateral dLNs was higher than that of CD8^+^ T cell clones, and the CD4^+^ T cell repertoire also showed similar tendencies (**Figure 8**). 

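The Morisita-Horn index of the bilateral dLNs over all clones was 0.1196 ± 0.0696 for CD8+ and 0.769 ± 0.0445 for CD4+ CD44hi T cells (SD, n = 4 mice). It was lower than that of the bilateral tumors by 0.847 ± 0.0592 for CD8+ T cells and by 0.193 ± 0.0462 for CD4+ T cells (exact permutation tests, two-sided, p = 0.0286 each, the smallest possible with 4 mice). The dLNs had the lower index in 4 of 4 mice in both subsets. With the mouse as a replicate block, the differences of 0.847 and 0.193 had an exact two-sided p of 0.125, the smallest possible. Over shared clones only, with the read minimum matching Supplementary Table S2, the differences were 0.296 for CD8+ and 0.107 for CD4+ T cells. These settings were chosen after the data were seen. Over dLN-tumor overlapping clones, the index of the bilateral dLNs was 0.320 ± 0.249 for CD8+ and 0.849 ± 0.0361 for CD4+ T cells. This CD8+ index was 0.180 in mouse 5 and 0.0604 in mouse 8, against 0.615 in mouse 6 and 0.426 in mouse 7. Over all clones the CD8+ index was also lower in mice 5 and 8 (0.0838 and 0.0419) than in mice 6 and 7 (0.196 and 0.156). The left dLN of mouse 5 and the right dLN of mouse 8 had 35 clones in common, which may lower the CD8+ means.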

A heatmap of the frequency of overlapping clones and Morisita Horn index of overlapping repertoires also showed that the similarity between the bilateral dLN repertoires in the same mouse was smaller than that between the bilateral tumors (**Supplementary Figure 7, 8**).

**Figure 8:**
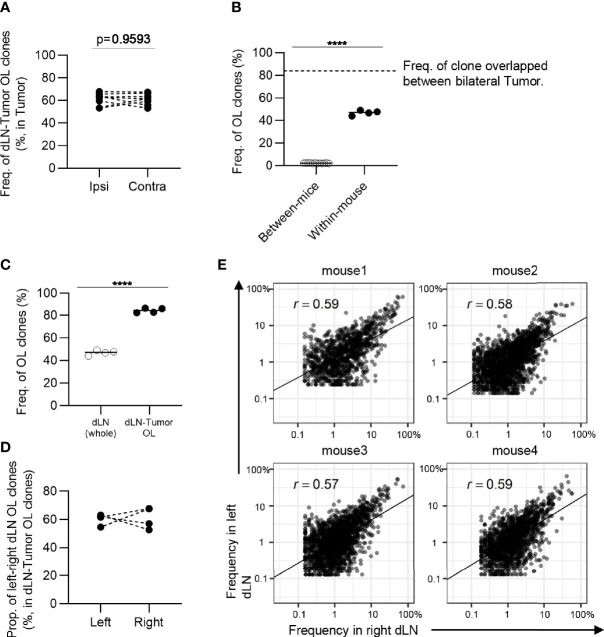
The similarity of CD4^+^ T cell repertoires in the bilateral dLNs. **(A)**, The frequency of the clones overlapped between the dLN and its ipsilateral and contralateral tumor. Ipsi, ipsilateral; Contra, contralateral. n = 4 × 2. **(B)**, Comparison of the frequency of overlapping clones in dLN between and within mice (between mice, n = 4 × 3; within mice, n = 4). The dotted line indicates the frequency of clones overlapped between bilateral tumors within the mouse. **(C)**, Comparison of the frequency of left–right overlapping clones within whole dLNs and dLN-tumor overlapping repertoire (n = 4). **(D)**, The proportion of left–right overlapping clones within the dLN-tumor OL repertoires (n = 4). **(E)**, Scatter plot of left–right overlapping clones within the dLN-tumor OL repertoires (n = 4). Each dot represents a single clone with indicated frequency in each dLNs. Mean; Two-sided unpaired Student’s t-test; ns, non-significant. ****P ≤ 0.0001.

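To set the dLN overlap against random sampling, the estimated cells of both dLNs of a mouse were pooled and divided at random 100 times. With each clone counted by its estimated cells, the CD8+ dLNs overlapped by 8.47% ± 0.867 and the random divisions by 66.7% ± 1.39 (SD, n = 4 mice). For CD4+ T cells the values were 46.4% ± 2.10 and 81.7% ± 1.06. These divisions take every sorted cell as captured in the library. With 50% of the cells captured, the random divisions overlapped by 28.3% for CD8+ and 54.5% for CD4+ T cells, against 8.27% and 41.2% observed. With 25% of the cells captured, an assumption chosen after the result was seen, the random divisions overlapped by 8.31% for CD8+ and 31.4% for CD4+ T cells, against 7.17% and 33.1% observed under the same assumption.

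**Figure D6:**
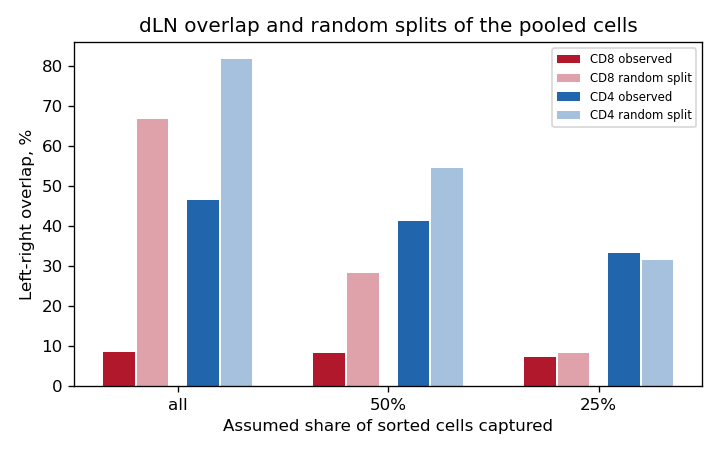
Overlap of the left and right dLN repertoires (y axis, mean of 4 mice) as observed and after random division of the pooled cells, for all, 50% or 25% of the sorted cells taken as captured (x axis). At 25% the observed and random values are 7.17% and 8.31% for CD8+ and 33.1% and 31.4% for CD4+ T cells.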

Collectively, these results suggested that the tumor-reactive T cell clones induced in the bilateral dLNs were only moderately conserved, and the degree of expansion of the shared clones differed between the bilateral dLNs. Therefore, the proportional infiltration of T cell clones into bilateral tumors through blood circulation contributed to the highly similar TCR repertoire of bilateral tumors.

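Clones of the bilateral tumors that were found in 1 dLN only were compared by their log2 ratio of left over right tumor frequency. The median ratio of clones of the left dLN minus that of clones of the right dLN was -0.24 ± 0.20 for CD8+ T cells (SD, n = 4 mice; exact permutation of signs, two-sided, p = 0.25) and -0.03 ± 0.10 for CD4+ T cells (exact permutation of signs, two-sided, p = 0.75), where the smallest possible p is 0.125. A positive value would mark clones more frequent in the tumor of their own side. Clones found in 1 tumor only did not enter, so clones that reached only the tumor of their own side were not counted. Between 318 and 658 CD8+ clones per mouse entered from the left dLN and between 178 and 1132 from the right dLN. From the lower similarity of the dLNs and the high similarity of the tumors, the paper concludes that proportional infiltration of clones from the blood contributed to the similar repertoires of the bilateral tumors.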

## Discussion

The bilateral subcutaneous tumor model, where tumor cells were inoculated bilaterally into the backs of mice, is a promising model for temporal analysis of the antitumor response in cancer immunotherapy. In this study, we examined the prerequisite for this strategy: the TCR repertoire is conserved between bilateral tumors with similar growth rates. We found that bilateral tumors that grow symmetrically contained a highly similar CD8^+^ and CD4^+^ T cell repertoire in our experimental model. Interestingly, the TCR repertoires in bilateral dLNs were less conserved than those in bilateral tumors. These results suggest that T cell clones induced in the bilateral dLNs eventually mixed into a blood repertoire proportionally infiltrated the bilateral tumors, and proliferated *in situ* at a similar rate. These findings provide the basis for analyzing temporal and treatment-induced changes in tumor-reactive T cell clones using a bilateral tumor model in mice.

Previous reports have examined the relationship between the immune microenvironment before ICI treatment and the antitumor response in bilateral tumor models; Zemeck et al. reported that in bilateral tumor models, the transcriptional signature of tumors before ICI treatment was different between responders and non-responders (19). Chen and colleagues analyzed the bilateral tumor models treated with ICI and reported that tumor-infiltrating CD8^+^ T cells in non-responders had an exhaustion signature while responders had an activation signature (20). All of these reports suggest that similar antitumor immune responses are induced in bilateral tumors. Our finding of a highly similar TCR repertoire in bilateral tumors may explain why similar immune responses are induced bilaterally. It is also interesting whether the transcriptional profile of a particular clone is conserved in both tumors. Thus, we plan to combine the single-cell immune repertoire analysis and bilateral tumor model to answer this question in a future study.

Although we did not test other mouse tumor models, our bilateral tumor model would be applicable in other tumor models, because the conserved TCR repertoire between the bilateral tumors seems to be dependent on an anatomical mechanism that is conserved among individuals. Notably, the difference in tumor size may alter the tumor microenvironment, such as the concentrations of chemo-attractants and vascularity, and it may decrease the similarity in TCR repertoire between the bilateral tumors. Verifying the bilateral symmetry of tumor growth or therapeutic response is necessary to evaluate the temporal changes in the tumor-reactive T cell repertoire using this model.

In humans, patient background, such as cancer type and stage, and history of treatment are associated with prognosis (31). Thus, it is difficult to obtain a large cohort of homogeneous patients for statistical analysis. Moreover, temporal tumor biopsy in patients is highly invasive. Considering these difficulties, clinical studies to validate the relationship between TCR repertoire and antitumor effects are limited. We believe that our bilateral tumor mouse model will overcome these barriers and provide immunological bases for the development and evaluation of immunotherapeutic agents.

A possible application of this bilateral tumor model is to investigate the predictive and prognostic features of TCR repertoire in ICI therapy. Considering that the antitumor responses following ICI therapy vary even among mice with the same genetic background, differences in the clonal T cell responses may reflect the variance of antitumor immune responses among syngeneic mice. We plan to examine the hypothesis that a large amount of dLN-tumor repertoire overlap before treatment would predict a better therapeutic response to ICIs using the bilateral tumor model. Clinically, we observed that an increased frequency of tumor-blood overlapping clones in blood CD8^+^ T cells before treatment was associated with a favorable clinical response to PD-1 blockade in gastrointestinal cancer (32). In addition, the bilateral tumor model enables temporal tracking of endogenous T cell clones in the same tumor-bearing mouse with or without therapeutic intervention. We expect that temporal analysis of endogenous T cell clones using bilateral tumor model will reveal the kinetics of expansion, contraction, and exhaustion of individual T cell clones in tumor-bearing host.

Overall, this study reported the TCR repertoire analysis of bilateral tumor models, which enables the evaluation of temporal and treatment-induced changes in the tumor-reactive T cell clones. We believe that this novel experimental system will deepen our understanding of the clonal responses of tumor-reactive T cells and contribute to the development and evaluation of immunotherapeutic agents.

## Data Availability Statement

The datasets generated for this study can be found in the NCBI GEO; accession GSE174225.

## Ethics Statement

The animal study was reviewed and approved by Animal ethics committee of Tokyo university of science.

## Author Contributions

MT, HA, SS, KM, and SU designed research. MT, HA, and HS performed research. MT, HA, and SU analyzed data. MT, HA, and SU wrote the initial draft of the manuscript. All the authors participated in writing the final manuscript.

## Funding

This work was supported by the Japan Society for the Promotion of Science under Grant Number 20281832 and 17929397, and by the Japan Agency for Medical Research and Development (AMED) under Grant Number JP 21gm6210025. HA was supported by the Tadamitsu Kishimoto Fellowship Program.

## Conflict of Interest

HA reports stock for ImmunoGeneTeqs, Inc. SU reports advisory role for ImmunoGeneTeqs, Inc; stock for ImmunoGeneTeqs, Inc, IDAC Theranostics, Inc. SS reports advisory role for ImmunoGeneTeqs, Inc; stock for ImmunoGeneTeqs, Inc., KM reports consulting or advisory role for Kyowa-Hakko Kirin, ImmunoGeneTeqs, Inc; research funding from Kyowa-Hakko Kirin, and Ono; stock for ImmunoGeneTeqs, Inc, IDAC Theranostics, Inc.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Proportional Tumor Infiltration of T Cells via Circulation Duplicates the T Cell Receptor Repertoire in a Bilateral Tumor Mouse Model
**Source:** Front Immunol. 2021 Oct 25;12:744381. doi: 10.3389/fimmu.2021.744381

Supplementary Figure 1.

Tumor

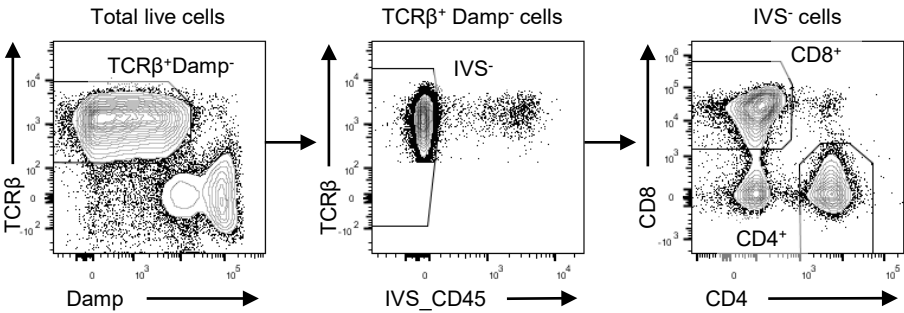

dLN

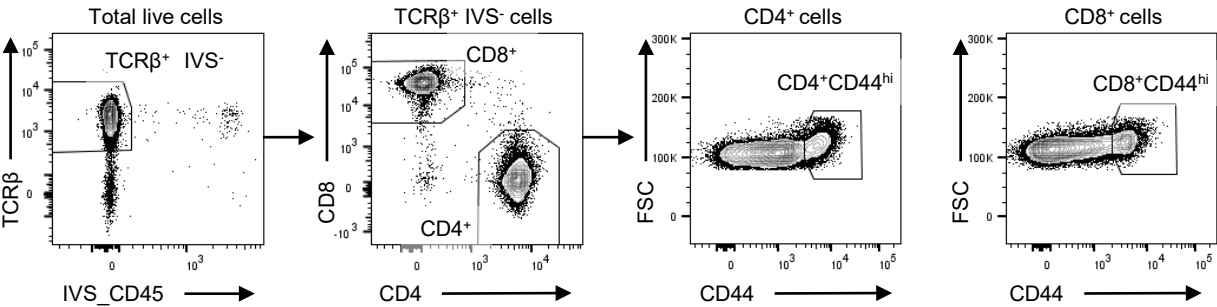

Supplementary Figure 2.

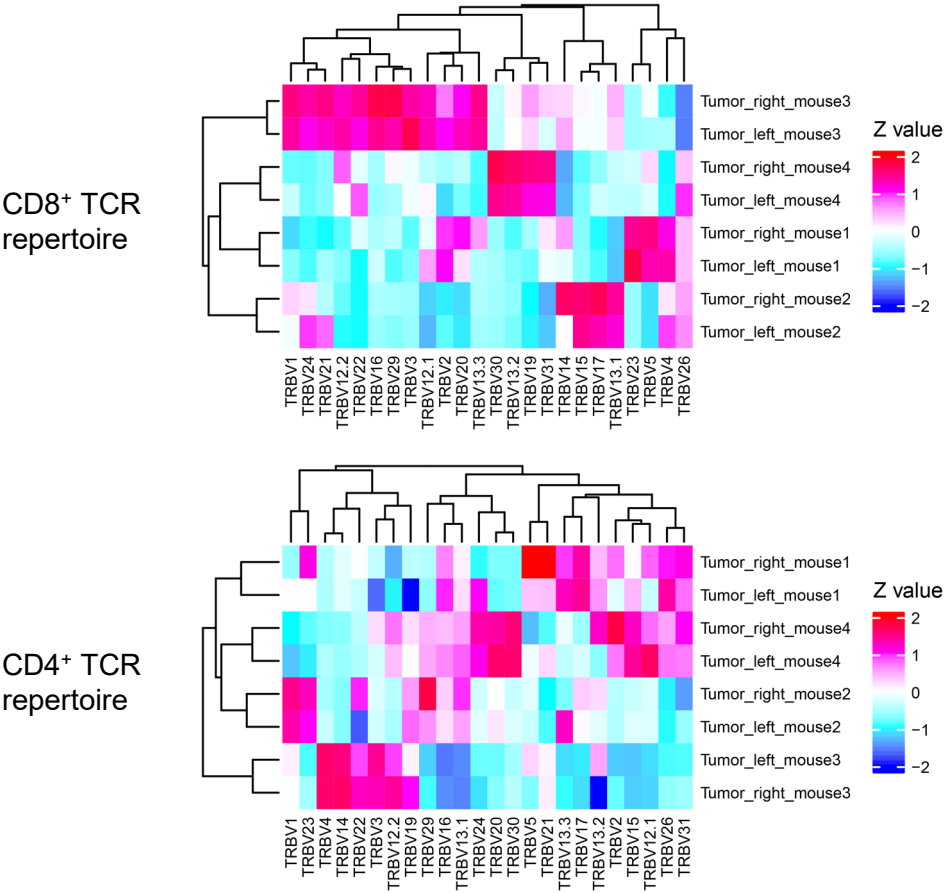

Supplementary Figure 3.

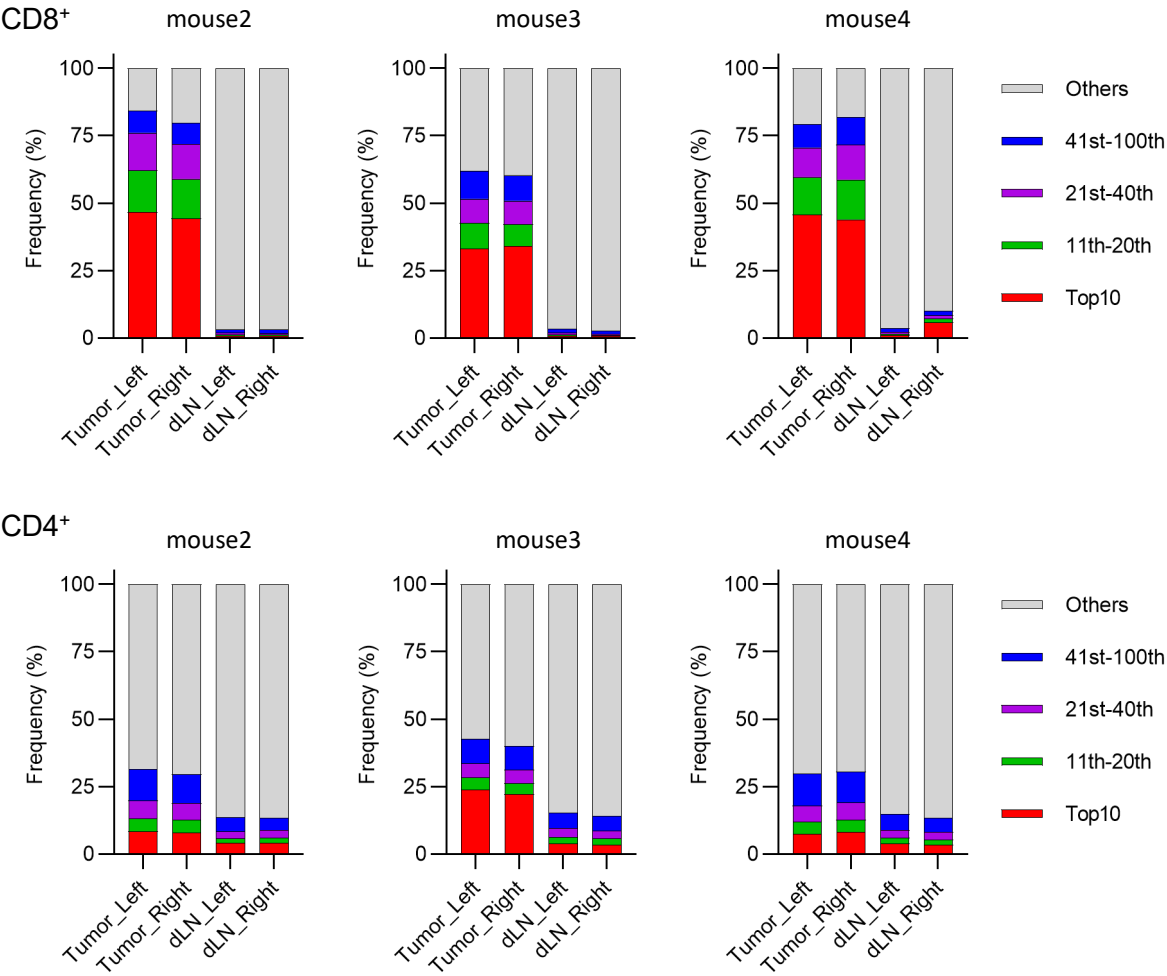

Supplementary Figure 4.

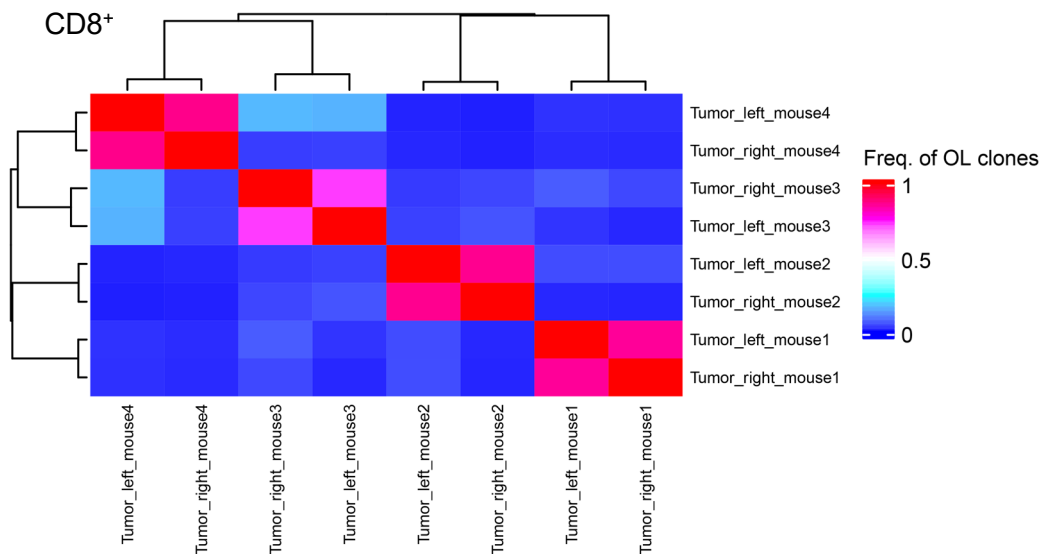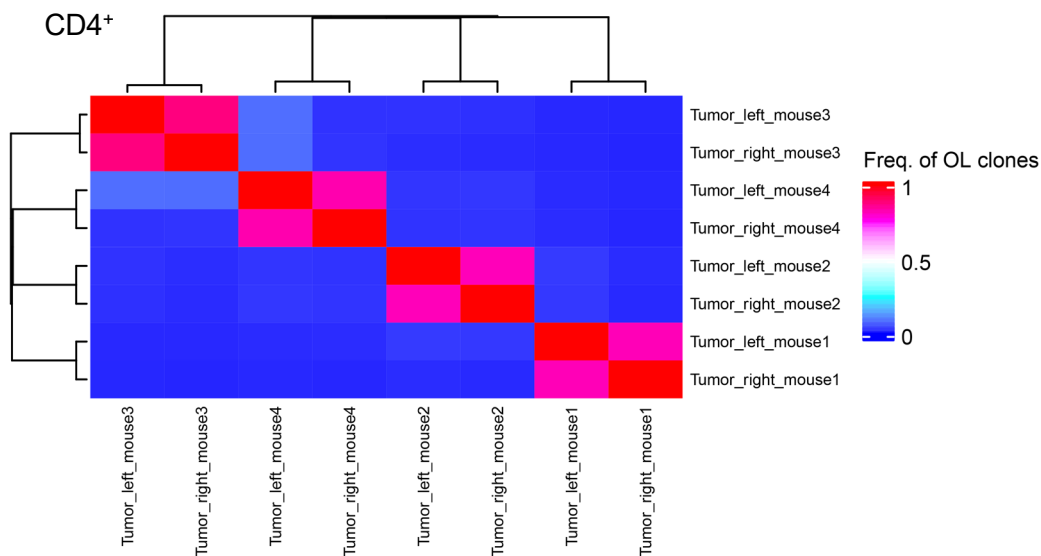

Supplementary Figure 5.

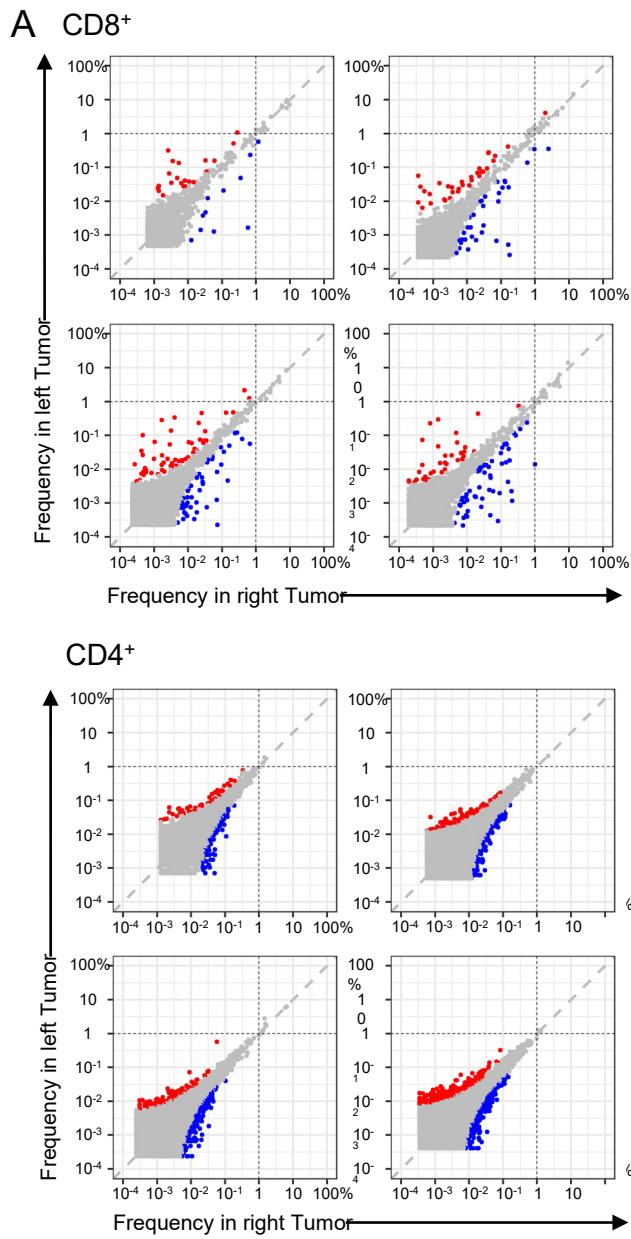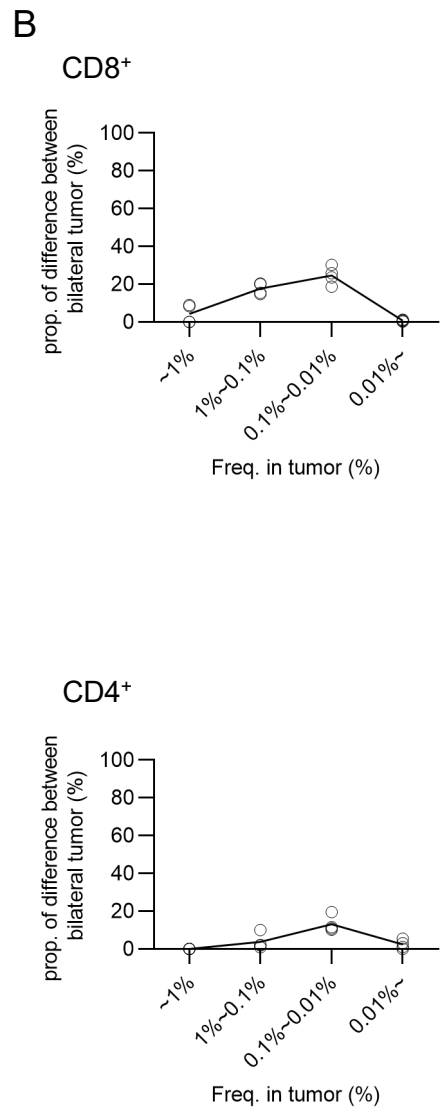

Supplementary Figure 6.

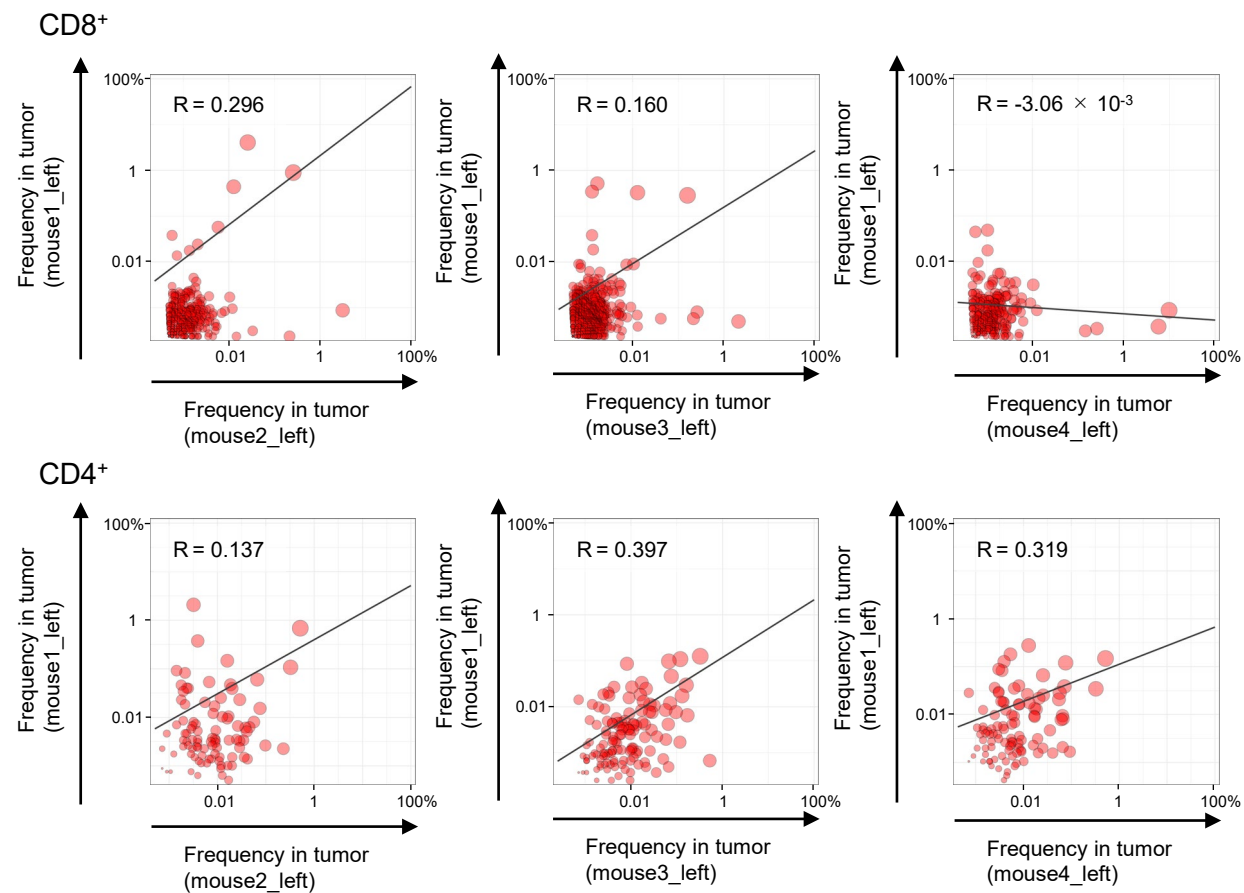

Supplementary Figure 7.

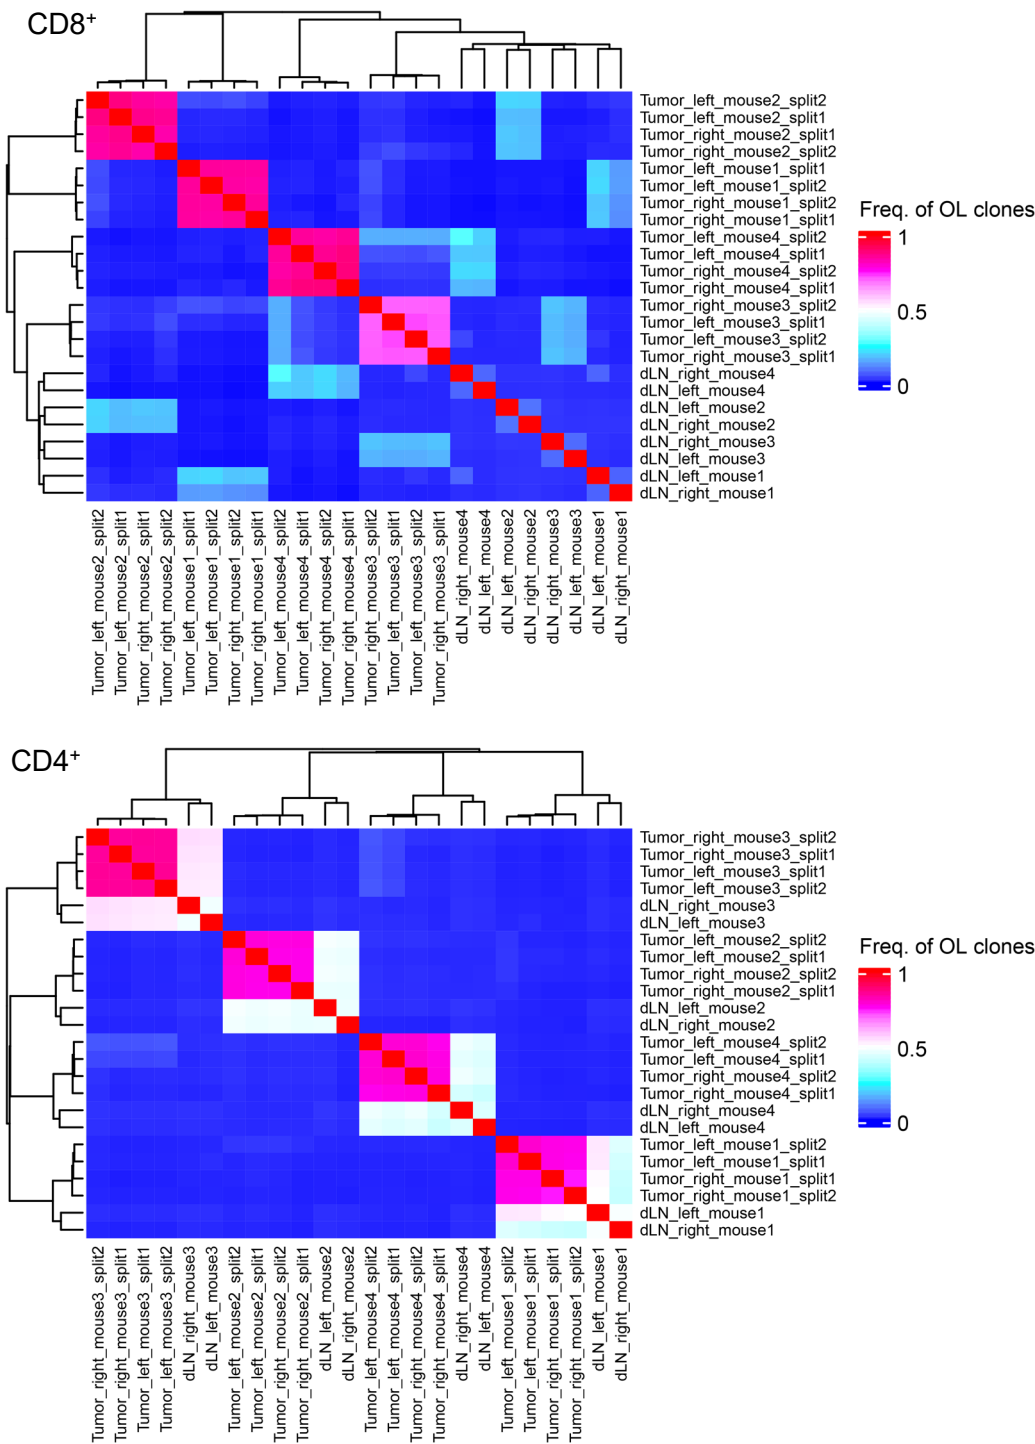

Supplementary Figure 8.

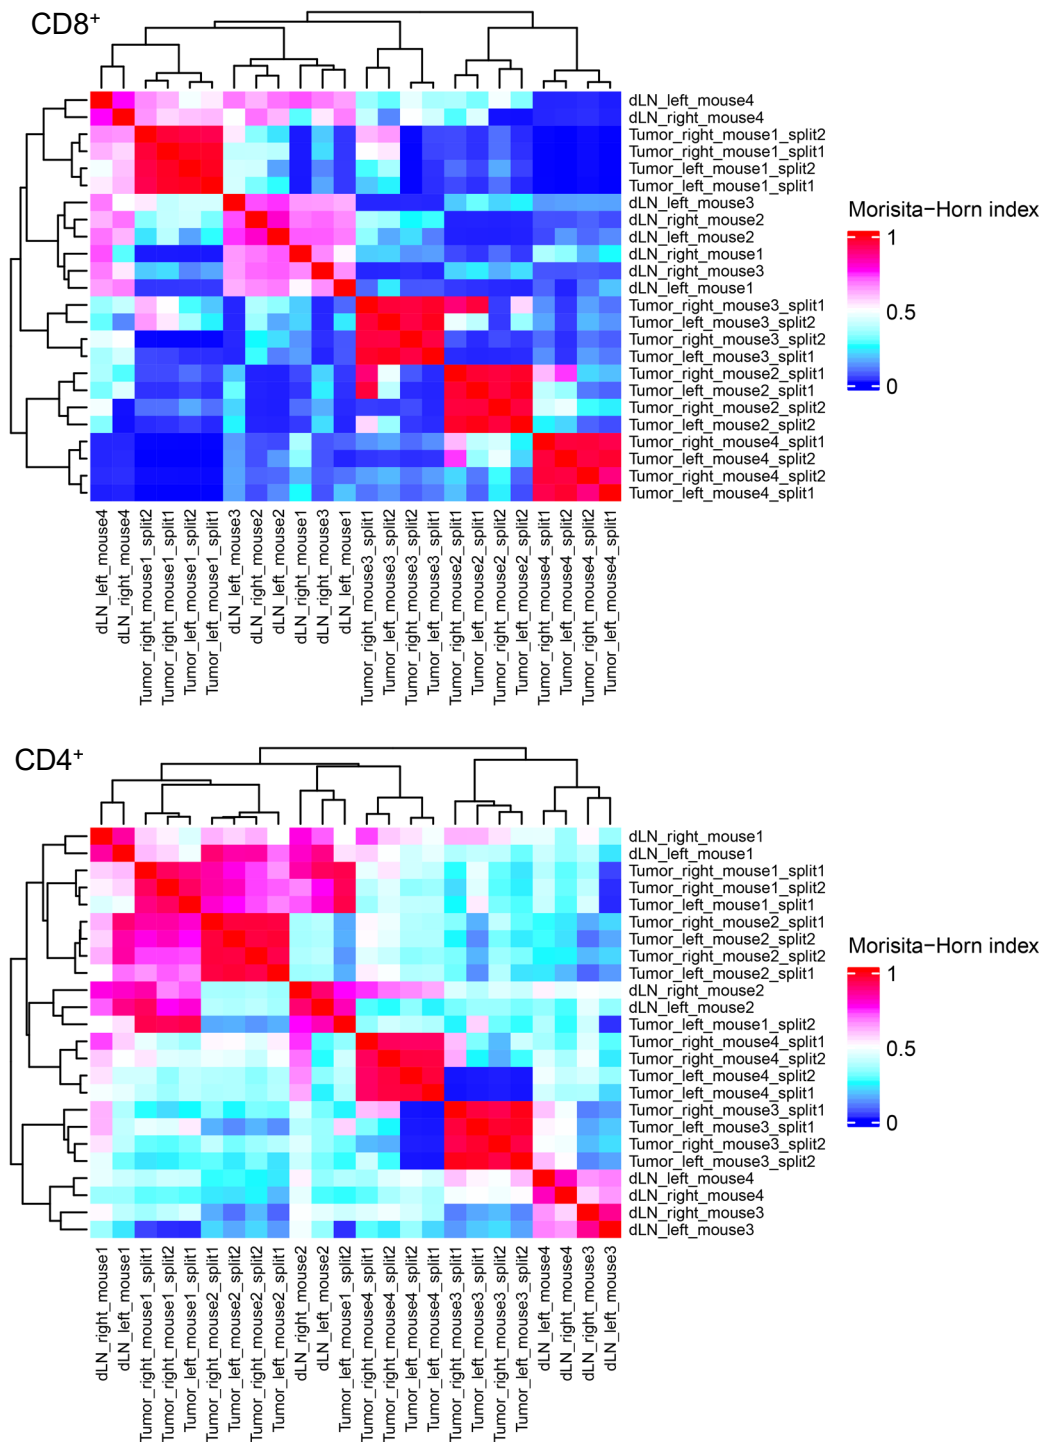

**Supplement:** Supplementary Figure 1 — Gating strategy for CD4+ and CD8+ T cells in the tumor and CD4+CD44hi and CD8+CD44hi T cells in the draining lymph node (dLN).

How the deposited data were processed for this re-analysis (not part of the article)

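TCRβ repertoires of CD4+ and CD8+ T cells from bilateral tumors, and of the CD44hi cells of both subsets from bilateral dLNs, were processed for 4 mice at day 13. The 48 libraries comprised 16 from dLNs and 32 from tumor fragments, 2 per tumor. The authors trimmed and filtered the reads with Cutadapt and PRINSEQ, aligned them to IMGT mouse TCR segments and assembled productive clones with MiXCR, and deposited the read count of each clone. The deposited fraction of each clone is its count divided by the total count of the library, as computed by the authors. The libraries carry no molecular identifiers.

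The deposited counts were found to be those before down-sampling, with between 326582 and 4840722 reads per library. The design and the list of alternatives had been written on the assumption of down-sampled files, and their wording "reads as deposited" refers to that. Each library was therefore drawn once without replacement, with a fixed seed, to 6 reads per sorted cell, as the methods state, with the cell numbers of Supplementary Table S2. This left between 131070 and 2035380 reads per library, in which the share of 1 read ranged from 4.91e-05% to 0.000763%. Shares of single samples are given with 95% Wilson intervals on estimated cells, and 3 reads of the total are given as their floor. A clone counted as present with 1 read.

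A clone was defined by V segment, J segment and CDR3 nucleotide sequence. The fragments of a tumor were summed except where fragments were compared. Clonality was computed with the paper's formula, overlap as the geometric mean of the shares of shared clones, and the Morisita-Horn index over all clones of both repertoires. Correlations were computed on log10 frequencies of shared clones. Differing clones were called on estimated cell counts by Fisher's exact test with Storey's q-value under 0.01 and a fold difference above 2. The calling of differing clones and the exact tests over 24 pairings, over 70 splits and over 256 sign changes were tested on simulated data, and the other exact tests were not. Coordinates of segments are those of the GRCm38 annotation.

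The values within and between mice were compared over all 24 pairings of left with right samples, 4 values with 4 values over all 70 splits, and ipsilateral with contralateral overlap over all 256 sign changes of the 8 tumors. Fragment pairs were compared over all splits of 24 pairs and, with the mouse as a replicate block, over 81 divisions of the fragments. The pairing comes from the sample labels, in which left and right samples with the same number, 5 to 8, are from the same mouse. Left and right clonality deviated together from the group means (r = 0.922 over 16 left and right pairs), but not in the CD8+ dLNs of mice 5 and 8. Results with the mouse as a replicate block, such as a clonality difference of 0.0111 for CD8+ tumors, are given beside those without it. Where a setting left too few mice for a p of 0.05, the result was treated as a value without a test.

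The clones named were, for each mouse and subset, the clone with the highest mean frequency over both tumors and, for CD8+ T cells, the differing clone with the highest mean frequency. The segments named were the V segment with the highest mean usage and the V and J segments with the largest range between mice. This rule was written in advance. The clones common to a pair of dLNs were named after their values were seen.

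Alternatives covered the clone definition, read minimums of 2 and 6, equal depth, a filter on clones at least 100 times more frequent in another mouse, the pooling of fragments, other measures of overlap, clonality and correlation, other thresholds for differing clones, and leaving out each mouse. Chosen after the data were seen were the reads as deposited, another seed, the read minimum matching Supplementary Table S2, the Morisita-Horn index over shared clones and the removal of the clones common to a pair of dLNs. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and R 4.3.3. Experiments of the paper without sequencing libraries were not analysed here.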

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

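The test of shared CD4+ and CD8+ clones was chosen before its result was seen, and all other tests in this part were chosen only after the result was seen. The sample definitions, the tests and most alternatives were set before the data were examined. A sample was singled out when its gap to the nearest of the other mice exceeded Dixon's critical value for 4 samples. Among 52 groups of 4 mice, 13 samples did so, where 2.6 would be expected by chance at 1 in 20, and the groups are not independent, since 6 of the 13 concern the tumors of mouse 7.

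The overlap of the bilateral CD8+ tumors was 72.9% in mouse 7, far below the other mice, and that of the bilateral CD4+ tumors was 88.8% in the same mouse, far above the others. When all CD8+ tumors were drawn to the same number of estimated cells, mouse 7 still lay 14.3 percentage points below the lowest of the other mice, with a gap over the range of 0.919 that exceeded Dixon's critical value. For CD4+ tumors drawn in this way, mouse 7 lay 2.97 percentage points above the highest of the others, against 5.19 before, and its gap over the range of 0.648 no longer exceeded that value. The CD4+ tumors of mouse 7 were also far above the others in clonality, with 0.269 on the left and 0.258 on the right, and in the share of the 10 most abundant clones, with 23.8% and 22.1%. At equal numbers of estimated cells, the mean clonality of both tumors of mouse 7 exceeded the highest single tumor of the other mice by 0.0571. By side, the gap was 0.0624 on the left and 0.0698 on the right, and over the range 0.765 and 0.990. Before this draw the clonality gaps were 0.0860 on the left and 0.0886 on the right. The gaps in the share of the 10 most abundant clones were 14.2 and 13.3 percentage points before and 14.2 and 13.4 after. The number of sorted cells may account for part of the CD4+ overlap and of the clonality on both sides. It did not account for the low CD8+ overlap or for the share of the 10 most abundant CD4+ clones. No condition in the design sets mouse 7 apart, and no biological explanation was tested.

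The Morisita-Horn index of the bilateral CD8+ tumors was 0.943 in mouse 8, far below the other mice, which lay between 0.972 and 0.975. Without the most frequent clone of mouse 8 the index was 0.962, and the gap to the nearest of the other mice went from 0.0289 to 0.0105, so most of the distance went with this clone. Without the most frequent clone of each mouse, mouse 8 was no longer the lowest, with 0.962 against 0.952 in mouse 6. No biological explanation was tested.

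A pair of CD8+ dLN repertoires from different mice stood out. The left dLN of mouse 5 had a clonality of 0.0467 and a share of the 10 most abundant clones of 2.39%, and the right dLN of mouse 8 had 0.0624 and 5.35%, far above the other mice on the same side. These dLNs had 35 clones at 0.01% or more in common, such as TRBV19, TRBJ2-4, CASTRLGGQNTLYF, which together made up 2.64% and 6.72% of their reads. In the other 11 pairs of left and right dLNs of different mice there were between 5 and 12 such clones. Without the 35 clones, the shares of the 10 most abundant clones were 1.26% in the left dLN of mouse 5 and 1.01% in the right dLN of mouse 8, and the overlap of the pair went from 8.00% to 3.76%. At most 7 of the 35 clones were found in any other CD8+ dLN, which goes against clones common to the dLNs of all mice. Of the 35 clones, 33 were also found in fragment 2 of the left tumor of mouse 7, where their log10 frequencies followed those in the left dLN of mouse 5 (r = 0.929 across clones, which are not independent replicates). Fragment 2 of the left tumor of mouse 8 held 24 of them (r = 0.657), and fragments 2 of the left and right tumors of mouse 6 held 13 and 11, while fragments 1 of these 4 tumors held between 2 and 5. A candidate explanation is that cells or reads of one source entered several libraries. The values do not separate cells from reads, and no biological explanation was tested.

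In the left CD4+ dLN of mouse 5, the 10 most abundant clones made up 5.06% of reads, far above the left dLNs of the other mice. At equal numbers of estimated cells, the share remained 1.06 percentage points above the highest of the others, so the number of sorted cells did not account for it. The right CD4+ dLN of mouse 5 had 326582 deposited reads, far below the other mice. It also had fewer deposited reads per sorted cell, with 11.6 against 21.4 to 23.7 in the right CD4+ dLNs of the other mice, so fewer cells did not account for the low number alone. Low reads per sorted cell were not confined to this library, since the left CD4+ dLN of mouse 8 had 10.0. The draw to 6 reads per sorted cell was possible in this library. No biological explanation was tested for either value.

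Contrasts that were computed for both T cell subsets were compared between CD8+ and CD4+ T cells. Of 9 contrasts, 3 had an exact two-sided p of 0.0286, the smallest that 4 values against 4 allow, and an adjusted p of 0.0857, so none passed the correction. Both subsets come from the same 4 mice, and with the mouse as a replicate block the exact two-sided p of these 3 contrasts was 0.125, the smallest possible. The overlap of tumors exceeded that of dLNs by 36.1 percentage points more in CD8+ than in CD4+ T cells, and the Morisita-Horn index by 0.654 more. With all 16 dLN libraries drawn to the same number of reads, the CD4+ dLNs still overlapped by 38.3 percentage points more than the CD8+ dLNs, and with all 16 drawn to the same number of estimated cells by 38.1 percentage points, so neither the number of reads nor that of sorted cells accounted for the difference. Incomplete capture of the sorted cells was examined in addition: with 50% of the cells taken as captured, random division of the pooled dLN cells gave an overlap of 28.3% for CD8+ and 54.5% for CD4+ T cells, above the 8.27% and 41.2% observed. With 25% captured, random division gave 8.31% and 31.4%, against the 7.17% and 33.1% observed under the same assumption. At this share the observed values were below the random ones in 4 of 4 mice for CD8+ and above them in 4 of 4 for CD4+ T cells, so whether capture may account for part of the difference between the subsets depends on the share captured, which is not known. The overlap of fragments of the same tumor exceeded that of left and right fragments by 0.424 percentage points more in CD8+ than in CD4+ T cells. With all 32 tumor libraries drawn to the same number of reads, this difference was 0.524, so the number of reads did not account for it. Other technical explanations of it were not tested.

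The paper does not report on clones shared by the CD4+ and CD8+ repertoires of a mouse. Their overlap in tumors was 31.7% ± 9.31 (SD, n = 4 mice) and 2.20% ± 1.65 between different mice (SD, 12 pairs), a difference of 29.5 percentage points (exact permutation test of the pairing, one-sided, p = 0.0417, the smallest possible). When clones at least 100 times rarer in one subset were left out, 97.5% of this overlap was removed. The clones at least 100 times more frequent among CD8+ T cells made up 61.0% of the CD8+ reads and 0.0658% of the CD4+ reads. This goes against clones frequent in both subsets. Sort impurity or reads carried over between libraries may be the source, but the test does not separate them from other causes of sharing at low frequency, and no biological explanation was tested.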

How the results depend on the processing

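The other-seed draw, the reads as deposited, the read minimum matching Supplementary Table S2, the Morisita-Horn index over shared clones and the removal of the clones common to a pair of dLNs were chosen only after the data were seen. For 46 results, 536 values under alternatives other than leaving out a mouse were computed, of which 506 kept their direction and their side of the threshold or moved by less than 1 SD. Of the others, 1 was weaker, 4 stronger, 3 reversed and 22 moved. Leaving out each mouse in turn gave 184 values, of which 159 were unchanged in this sense, 3 reversed and 22 moved. With 3 mice the smallest p is 0.167 in the pairing test and 0.1 for 3 values against 3, so results based on these tests were treated as values without a test there. For 18 named clones and segments, 168 of 174 values were unchanged in this sense, and the 6 that moved did so when segments were weighted by clones. The same held for 20 of 24 values of segments with a mouse left out. The cause was not tested for any change in this part.

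The difference in V usage distance within and between mice kept its direction and its exact p of 0.0417 when each clone was counted once, but went from -27.0 to -0.585 percentage points in CD8+ and from -8.70 to -2.37 in CD4+ tumors.

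The correlation of log frequencies between bilateral CD8+ tumors was 0.801 with at least 6 reads per clone, which is also the read minimum matching the supplementary table, 0.969 on linear frequencies and 0.3604 as Spearman's rho. For CD4+ tumors it was 0.765 with at least 6 reads, 0.744 with the matching minimum, 0.963 on linear frequencies and 0.650 as Spearman's rho. The difference in correlation between CD8+ tumors and dLNs was 0.0900 with Spearman's rho and no longer past the threshold (exact two-sided p = 0.0857).

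The number of differing clones per mouse was 226 in CD8+ and 1578 in CD4+ tumors at q under 0.05, and 60.5 and 357 between the 2 fragments of a tumor. Among clones found on both sides, it was 325 in CD4+ tumors. The median fold difference of CD4+ clones above 1% was 1.12 with clones defined by amino acid sequence.

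With the mouse as a replicate block, CD8+ fragments of the same tumor were more similar than left and right fragments in overlap (0.585, exact two-sided p = 0.0123). The same held for the Morisita-Horn index (0.0164, p = 0.0123) and the correlation of log frequencies (0.0157, p = 0.0247). None of these was past the threshold without the block. On linear frequencies the difference in correlation was 0.0175 (exact two-sided p = 0.0158).

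The ipsilateral minus contralateral difference of CD8+ dLN-tumor overlap, -0.0985 percentage points, reversed to 0.0456 with the reads as deposited and to 0.0179 with another seed. The side skew of CD4+ clones found in 1 dLN reversed to 0.00803 on the log2 scale with at least 6 reads. The proportion of shared clones among CD8+ dLN-tumor overlapping clones was 34.9% with the amino acid definition.

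The gap between random division and the observed overlap of CD8+ dLNs was 66.6 percentage points with at least 6 reads, which is also the matching minimum, 55.6 with the VDJtools metric F2, 55.3 with the reads as deposited and 56.7 without the clones common to a pair of dLNs. For CD4+ dLNs it was 39.0 with at least 6 reads and 33.5 with the reads as deposited.

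Across the 4 analyses that each left out 1 mouse, the difference in V usage distance ranged from -29.8 to -21.4 in CD8+ and from -10.4 to -5.64 in CD4+ tumors, and that in J usage distance from -26.8 to -20.6 and from -10.7 to -5.84. The difference in the share of the 10 most abundant clones ranged from -14.6 to -6.78 in CD8+ and from -9.15 to -0.269 in CD4+ tumors. The ratio of mean squares of clonality ranged from 0.135 to 467 in CD8+ and from 0.0230 to 227 in CD4+ tumors, with the lowest value without mouse 7 in both. The number of differing CD4+ clones ranged from 459 to 848. The ipsilateral minus contralateral difference ranged from -0.367 to 0.193 for CD8+ and from -0.0583 to 0.192 for CD4+ T cells, and the side skew of CD4+ clones from -0.0627 to 0.0124.

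Depth limits the clones counted as absent: in a drawn library the share of 1 read ranged from 4.91e-05% to 0.000763%.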

Differences from the paper's values

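The overlap of CD8+ tumors of different mice was 6.12%, against the paper's 3%. Of the alternatives set before the data were examined, leaving out mouse 7 gave 4.04% and came within the margin, and the others did not. The margin was 1 SD for correlations, a factor of 1.5 for this overlap, and the wider of both for other values. A value within it can therefore still lie well away from the paper's. The paper's methods except Figure 3, which holds this value, from the pooling of divided tumors. Single CD8+ fragments of different mice overlapped by 3.78% ± 3.74 (SD, 96 pairs), which also lies within the factor of 1.5. Whether the paper compared fragments or pooled tumors for this value is not clear.

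The Morisita-Horn index of CD8+ tumors of different mice ranged from 2.27e-05 to 0.00941, against the paper's 0.05 to 0.3. Its median was 0.000381, against the paper's median of about 0.02 in Fig. 3C, read by eye. For CD4+ tumors the median was 0.00434 and the highest value 0.0183, against about 0.27 and about 0.73 in Fig. 4C, read by eye. None of the alternatives set before the data were examined closed these gaps. With the index taken over shared clones only, which was chosen after seeing the values, the median was 0.0129 for CD8+ and 0.262 for CD4+ tumors and the highest CD4+ value 0.656. With the read minimum matching Supplementary Table S2 in addition, also chosen after seeing the values, these were 0.0224, 0.263 and 0.659. The lowest CD8+ values under these settings, 0.000138 and 0.000134, both stayed far below the paper's 0.05, although the SD of 0.177 places the latter within the margin. The highest CD8+ values under these settings, 0.133 and 0.630, stayed outside the margin.

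The correlation of log frequencies between the bilateral CD8+ tumors ranged from 0.502 to 0.674, against the paper's 0.71 to 0.85. With at least 6 reads per clone, an alternative set before the data were examined, it ranged from 0.712 to 0.846, and the others set then did not close both gaps. For CD4+ tumors it ranged from 0.670 to 0.7196, against about 0.72 to about 0.78 in Fig. 4B, read by eye. At least 6 reads gave 0.741 to 0.798, equal depth gave 0.757 for the highest value, and the other alternatives set before the data were examined did not close these gaps. The read minimum matching Supplementary Table S2, chosen after seeing the values, gave 0.712 to 0.846 for CD8+ and 0.718 to 0.774 for CD4+ tumors.

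The correlation of dLN-tumor overlapping CD8+ clones between the dLNs ranged from 0.269 to 0.353, against the paper's 0.4 to 0.48. At least 6 reads gave 0.401 to 0.483, linear frequencies gave 0.390 for the lowest value, and the other alternatives set before the data were examined did not close these gaps. For CD4+ T cells it ranged from 0.506 to 0.546, against about 0.57 to about 0.59 in Fig. 8E, read by eye. At least 6 reads gave 0.588 for the lowest value, and no alternative set before the data were examined closed the gap of the highest. The read minimum matching the table, chosen after seeing the values, gave 0.401 to 0.483 for CD8+ and 0.557 to 0.596 for CD4+ T cells.

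The highest overlap of CD8+ dLNs of different mice was 8.00%, against the paper's upper bound of 3%. Of the alternatives set before the data were examined, leaving out mouse 5 gave 4.12% and leaving out mouse 8 gave 3.70%, and the others did not close the gap. Without the clones common to the left dLN of mouse 5 and the right dLN of mouse 8, a setting chosen after seeing the values, it was 3.76%.

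The CD8+ dLN libraries held 36165 clones on average, against the paper's 23334.8 in Supplementary Table S2. Of the alternatives set before the data were examined, at least 6 reads gave 23347. At least 2 reads gave 33169 and the amino acid definition gave 34252, which stayed well above the paper's although within the factor of 1.5, and the others did not come within it. The read minimum matching the table, which was chosen to match it after seeing the values, also gave 23347.

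The paper states that the difference in clonality between the bilateral CD8+ tumors was significantly smaller than that between mice. Here the ratio of mean squares was 32.5 with an exact permutation p of 0.124, and it was 0.135 without mouse 7. The paper states that fragments did not differ significantly in similarity within and between CD8+ tumors. The same held here without a block for the Morisita-Horn index (difference 0.0164, exact two-sided p = 0.0685), the overlap (0.585 percentage points, p = 0.776) and the correlation of log frequencies (0.0157, p = 0.591), but not for the correlation of linear frequencies (0.0175, p = 0.0158). With the mouse as a replicate block, the differences of 0.0164 and 0.585 each had an exact two-sided p of 0.0123, and that of 0.0157 had 0.0247.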

Other observations

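In this part, the tests of reads from another library and of random division with all cells captured were chosen before their results were seen, and the others were chosen only after the result was seen.

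The overlap of tumors of different mice was tested for reads from another library. Removing clones from mice in which they were at least 100 times rarer than in another mouse took away 75.9% of the mean overlap in CD8+ and 26.9% in CD4+ tumors. Reads carried over between libraries are a candidate explanation for the CD8+ overlap between mice, and less so for the CD4+ overlap, but the filter would also remove clones that are rare in a mouse for other reasons. No biological explanation was tested.

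The lower overlap of bilateral dLNs was tested against sampling depth. Random division of the pooled estimated cells gave an overlap of 66.7% for CD8+ and 81.7% for CD4+ dLNs, above the observed 8.47% and 46.4%, so depth alone did not account for the low overlap if every sorted cell was captured. With 50% of the cells captured, the random values were 28.3% and 54.5%, still above the 8.27% and 41.2% observed. With 25%, chosen after the result was seen, they were 8.31% and 31.4%, against 7.17% and 33.1% observed under the same assumption, with the observed value below the random one in 4 of 4 mice for CD8+ and above it in 4 of 4 for CD4+ dLNs. Whether incomplete capture may account for the low overlap thus depends on the share captured. Clones with at least 20 estimated cells in 1 dLN are less affected by capture. Of these, without the 35 clones common to the left dLN of mouse 5 and the right dLN of mouse 8, 84.04% of CD8+ clones were found in the other dLN, where 99.2% would be expected at 25% capture, and 96.4% of CD4+ clones, where 99.5% would be expected. This goes against incomplete capture alone for large CD8+ clones, while for CD4+ clones the values were closer to those expected. How many cells were captured is not known from the data.

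Both tumors of a mouse shared more reads with the same dLN in 7 of 8 combinations of mouse and subset (exact two-sided sign test, p = 0.0703). This dLN had more sorted cells in 7. The sign test takes the tumors of a mouse as independent. The bilateral tumors share most of their reads and were set against the same dLNs, so their agreement alone cannot show an effect. With 50% of the sorted cells taken as captured, the larger dLN was drawn down to the estimated cells of the smaller. Both tumors then shared more with the same dLN in 8 of 8, and in 7 of these it was the dLN with the higher mean of both tumors before. In CD4+ T cells of mouse 7 the direction reversed from the right to the left dLN. With all libraries at equal depth, both tumors lay in the direction of the mean before in 7 of 8. The mean absolute difference between the dLNs was 6.05 percentage points, and 3.82 at equal cells. The number of sorted cells of the dLN may account for part of the size of the difference, and for its direction in 1 of 8. Other shares of captured cells were not tested here. No biological explanation was tested.

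The hypothesis that clones of a dLN reach the tumor of their own side more was tested on clones found in both tumors and in 1 dLN only. The side skew on the log2 scale was -0.243 for CD8+ T cells (exact two-sided p = 0.25) and -0.0274 for CD4+ T cells (p = 0.75), where positive values would speak for the hypothesis and the smallest possible p with 4 mice is 0.125. With at least 6 reads, the CD8+ value was -0.0804. The test did not show such a preference, and with 4 mice it could not have passed the threshold. It also left out clones that reached only the tumor of their own side, so it cannot decide the hypothesis.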
